# Function of GATA Factors in the Adult Mouse Liver

**DOI:** 10.1371/journal.pone.0083723

**Published:** 2013-12-18

**Authors:** Rena Zheng, Boris Rebolledo-Jaramillo, Yiwei Zong, Liqing Wang, Pierre Russo, Wayne Hancock, Ben Z. Stanger, Ross C. Hardison, Gerd A. Blobel

## Abstract

GATA transcription factors and their Friend of Gata (FOG) cofactors control the development of diverse tissues. GATA4 and GATA6 are essential for the expansion of the embryonic liver bud, but their expression patterns and functions in the adult liver are unclear. We characterized the expression of GATA and FOG factors in whole mouse liver and purified hepatocytes. GATA4, GATA6, and FOG1 are the most prominently expressed family members in whole liver and hepatocytes. GATA4 chromatin immunoprecipitation followed by high throughput sequencing (ChIP-seq) identified 4409 occupied sites, associated with genes enriched in ontologies related to liver function, including lipid and glucose metabolism. However, hepatocyte-specific excision of *Gata4* had little impact on gross liver architecture and function, even under conditions of regenerative stress, and, despite the large number of GATA4 occupied genes, resulted in relatively few changes in gene expression. To address possible redundancy between GATA4 and GATA6, both factors were conditionally excised. Surprisingly, combined *Gata4,6* loss did not exacerbate the phenotype resulting from *Gata4* loss alone. This points to the presence of an unusually robust transcriptional network in adult hepatocytes that ensures the maintenance of liver function.

## Introduction

GATA transcription factors typically function in concert with Friend of GATA (FOG) cofactors to regulate the formation of numerous cell types [1,2] . The GATA family is comprised of six members that all possess a highly conserved double zinc finger domain that mediates binding to DNA and to co-factors such as FOG proteins [3]. GATA factors are expressed in distinct patterns: GATA1, GATA2, and GATA3 mainly in the hematopoietic system and GATA4, GATA5, and GATA6 in endoderm and mesoderm derived tissues [4,5]. FOG1 and FOG2 are multi-type zinc finger proteins that like GATA factors are expressed in a highly tissue-restricted fashion [1]. FOG proteins are unable to bind DNA directly and function entirely via association with the N-terminal zinc fingers of GATA factors [6,7]. Both GATA1 and FOG1 are essential for normal erythropoiesis [6,8-10] and megakaryopoiesis [11] in a manner dependent upon their direct physical interaction [12-14]. Similarly, direct contacts between GATA4 and FOG factors are required for the development of the heart and small intestine [15,16]. 

GATA factors play a key role in the development of the liver. The liver develops from the ventral foregut endoderm in close proximity to the cardiogenic mesoderm [17]. Inductive mesoderm signals, including signaling from fibroblast growth factor (FGF) family members, are crucial for specification of hepatic fate [17,18]. GATA4 and GATA6 are each important for the expansion of the liver bud during embryogenesis, but serve redundant functions in hepatic specification [19,20]. GATA4 expression is first detected in the ventral foregut endoderm and cardiac mesoderm at the 4 somite stage (embryonic day E8.0) [19]. At the 16 somite stage, GATA4 expression is still detected in the foregut endoderm, which includes the liver bud and surrounding septum transversum mesenchyme, but is extinguished selectively from hepatoblasts at the 25 somite stage (E10.0) [19-21], suggesting a highly developmentally restricted expression of GATA4 only during the earliest stages of hepatocyte specification. During this window, GATA4 is required for the full expression of select hepatic genes, including albumin and hepatocyte nuclear factor 4 (HNF4) [19]. GATA6 expression is detected in the ventral foregut endoderm at the 6-8 somite stage [20]. By the 12 somite stage, GATA6 is detected in the liver bud and septum transversum and in contrast to GATA4, persists to the 25 somite stage in hepatocytes [20]. While GATA4 and GATA6 appear to each be required for liver bud expansion, whether this function is hepatocyte cell-autonomous has not been fully explored [19,20]. Loss of function studies in developing zebrafish [22] and Xenopus [23] have confirmed that the role of GATA4 and GATA6 in liver development is conserved across vertebrates. However, a clear picture of GATA factor function and their transcriptional programs in mature adult hepatocytes is lacking. 

GATA6 expression has been reported in fetal and adult hepatocytes as well as adult cholangiocytes [20,21,24]. Reports on the predominant sites of GATA4 expression in the adult liver vary significantly and include hepatocytes [25], endothelial cells [20], and cholangiocytes [26]. The reasons for these disparities are unclear but might be rooted in the sensitivity and specificity of antibodies used for immunohistochemistry. This leaves open the question as to what role, if any, GATA4 plays in adult hepatocytes *in vivo*. 

Studying liver-related functions of GATA4 and/or GATA6 in knockout mice has been hampered by early embryonic lethality unrelated to adult liver function [27-29]. In transformed hepatoma cell lines, GATA4 activates liver-specific genes encoding coagulation factor X [30], homeobox gene *Hex* [31], a cytochrome p450 [32], and hepcidin [33]. However, upon culture, primary hepatocytes as well as hepatoma cells undergo substantial changes in gene expression patterns, including diminished production of key liver transcription factors such as C/EBPα and FOXA1 (also known as HNF3α) [34]. GATA4 has also been implicated in the expression of the hepatocyte expressed albumin gene based on footprinting experiments in the ventral foregut endoderm from which the embryonic liver forms [35]. Moreover, GATA4 together with HNF3/FOXA binds in vitro to the albumin gene embedded in nucleosomal arrays to form a nucleosome free region [36]. Together these findings implicate GATA4 in control of gene expression in hepatocytes, but whether GATA4 functions in primary adult hepatocytes to control liver-specific gene expression remains an open question. 

Additional circumstantial evidence for GATA factor function in the adult liver derives from our studies of mice homozygous for FOG1 point mutations that disrupt the interaction between FOG1 and the chromatin remodeling complex NuRD. In addition to hematopoietic defects [37-39] emerging preliminary data suggest that mutant mice aged beyond one year have an increased propensity for hepatocellular carcinoma (HCC) (Figure S1). This raises the possibility that GATA, FOG1, and NuRD proteins function together as tumor suppressors in hepatocytes, providing an additional incentive to study the normal functions of GATA and FOG proteins in hepatic gene expression.

We find that GATA4, GATA6, and FOG1 are expressed in whole mouse liver and purified primary hepatocytes. Using chromatin immunoprecipitation followed by massive parallel sequencing (ChIP-seq), and conditional excision we characterize in-depth the GATA4-controlled transcriptional program in the adult liver. We found that GATA4 occupies over 4000 sites in the genome. The ontologies of sites associated with these genes relate to liver specific functions. Conditional excision of *Gata4* or both *Gata4* and *Gata6* from hepatocytes yielded a surprisingly mild hepatic phenotype. This suggests the presence of an unusually robust transcriptional network that stably maintains hepatocyte-specific gene expression patterns even in the absence of two GATA factors.

## Materials and Methods

### Mice

*Fog1 ki/ki* mice were previously described [38]. Wildtype and *Fog1 ki/ki* mice were maintained on a mixed C57BL/6xSv129 background. *Gata4 fl/fl* (stock# 008194) mice were purchased from Jackson Laboratories. *Gata4,6 fl/fl* mice were a generous gift from Stephen Duncan (Medical College of Wisconsin). Genotyping primers are listed in table S1. This study was carried out in strict accordance with federal guidelines and institutional policies. The protocol was approved by the Institutional Animal Care and Use Committee of the Children’s Hospital of Philadelphia (Protocol# 2012-7-660).

### Hepatocyte isolation

Mice were anesthetized with inhaled isoflurane (Baxter). The abdominal cavity was opened and inferior vena cava (IVC) was exposed. An angiocath was inserted into the IVC and HBSS with 1 mM EGTA, followed by HBSS with 5 mM CaCl_2_ and 40 µg/ml Liberase (Roche), were pumped into the IVC using a variable flow mini pump (Fisher Scientific). Liver tissue was dissociated in hepatocyte wash medium (GIBCO) and filtered through a 100 µm membrane. To isolate the hepatocyte fraction, the single cell suspensions were mixed 1:1 with Percoll Plus solution (GE Healthcare) and spun at 120 x g. To isolate “all cells” (all cells that have undergone collagenase digestion but not gradient centrifugation) the single cell suspension was spun in hepatocyte wash medium alone at 120 x g. ACK lysing buffer (Lonza) was used to lyse potentially contaminating erythrocytes. Cells were either directly placed in Trizol to proceed with RT-qPCR or fixed in formaldehyde to proceed with ChIP. 

### RT-qPCR

RNA was isolated using TRIzol reagent (Invitrogen) from 0.1 mg whole liver or 0.5x10^5^-1x10^6^ cells from all liver cells or hepatocytes. Reverse transcription reactions were performed using Superscript II (Invitrogen). cDNA was quantified by Power Sybr Green qPCR. Data were normalized to beta actin and GAPDH, with no major differences. Data in the figures show expression relative to actin. Relative expression was calculated as 2^CT actin – CT primer^. RT-PCR primers are listed in table S2.

### ChIP

ChIP on whole liver, all cells and hepatocytes was performed as described previously [40]. “Whole liver” describes intact livers processed directly. “All cells” refers to single cell suspensions encompassing all liver cell types that have undergone collagenase digestion, but not Percoll gradient centrifugation. “Hepatocytes” are cells that have been collagenase digested and undergone Percoll gradient centrifugation. Anti-GATA4 C-20, goat polyclonal IgG (Santa Cruz), was used for all GATA4 ChIP experiments. An additional anti-GATA4 H-112, rabbit polyclonal IgG (Santa Cruz), was used for one GATA4 ChIP experiment as listed on figure. ChIP-qPCR primers are listed in table S3.

### Western analysis

Nuclear extracts were made from 5-10x10^6^ hepatocytes, all liver cells, 293T cells and derivatives, or JC4 erythroid cells and from 40-100 mg of whole liver or heart. 100 μg of protein for whole liver, hepatocytes or all liver cells and 1-25 μg of protein for controls were run on a 10% SDS-PAGE gel followed by transfer to a nitrocellulose membrane. Antibodies used for western blotting are anti-GATA4 C-20 (Santa Cruz), anti-FOG1 M-20 (Santa Cruz) and anti-beta actin-peroxidase (Sigma). 

### AAV-Cre and AAV-GFP injection in GATA4 fl/fl mice

*Gata4 fl/fl* mice were intravenously injected with 1.5x10^11^ virus particles of either AAV8-Tbg-Cre (AV-8-PV1091) or AAV8-Tbg-GFP (AV-8-PV0146), purchased from Penn Vector Core. Two weeks post injection, hepatocytes were isolated and RT-qPCR, ChIP or western was performed.

### Microarray

RNA purification was carried out using Trizol reagent (Invitrogen) according to manufacturer’s recommendations. RNA quality was determined using the Bioanalyzer (Agilent). Only samples with RNA integrity number (RIN) >7.5 were used for further studies. Equal amounts (100ng) of total RNA were amplified with Epicentre TargetAmp™- Nano Labeling Kit for Illumina® Expression BeadChip and hybridized to the MouseWG6v2 mouse whole genome bead arrays. Illumina GenomeStudio software was used to export expression levels and detect p-values for each probe of each sample. Arrays were quantile-normalized and filtered to remove non-informative probes (probes with a detection p-value>0.05 in all samples). A list of significant genes differentially expressed between two classes of samples was determined by using SAM method [41] with false discovery rate (FDR) threshold set at FDR<20%, <25%, <26%, or <30% (as indicated on figure). Identification of biological functions and pathways overrepresented in any gene list was done using Ingenuity Pathway Analysis (IPA) software (Ingenuity Systems, Redwood City, CA). IPA results were filtered to satisfy FDR <25% criteria unless stated otherwise. 

### Library preparation and high-throughput sequencing

ChIP was performed using anti-GATA4 C-20 (Santa Cruz) on two biological replicates, each consisting of whole liver from two mice (age 2.5 to 3.5 months). For sequencing libraries, the input (liver) and ChIP DNA fragments were repaired to generate blunt ends, with a single adenine added to each end. Illumina genomic adaptors were ligated to both ends of the fragments, ligation products were amplified by 18 cycles of PCR, and the PCR products between 250 and 450 bp were gel purified according to standard Illumina protocols. The quantity and quality of each library was evaluated by qPCR and Bioanalyzer (Agilent Technologies, Santa Clara, CA). Cluster generation and sequencing chemistry were performed using Illumina-supplied kits as appropriate. The ChIP DNA library was sequenced in single-read mode on the Illumina HiSeq 2000 platform.

### Reads mapping

47.9 million (M) (replicate 1) and 47.6M (replicate 2) GATA4 ChIP-seq, and 60.5M (replicate 1) and 53.1M (replicate 2) INPUT 48-bp sequencing reads were aligned to the canonical reference mouse genome (Build 37, mm9) using bowtie v.0.12.7 [42] on Galaxy (www.usegalaxy.org). Only uniquely mapped reads, representing roughly 65% of the total number of reads per sample, were kept for further analyses.

MACS v1.3 [43] implementation on Galaxy (www.usegalaxy.org) was used to generate BigWig (http://genome.ucsc.edu/goldenPath/help/bigWig.html) signal tracks.

### Peak calling

Peaks (“occupied sites”) were called using a modified version of the SPP peak caller [44] and MACS v2.0.10 [43] following the Irreproducibility Discovery Rate (IDR) protocol described by Anshul Kundaje (9/28/2012, IDR: Reproducibility and automatic thresholding of ChIP-seq data. In IDR: Reproducibility and automatic thresholding of ChIP-seq data. Retrieved 11/13/2012, from https://sites.google.com/site/anshulkundaje/projects/idr), which is based on the reproducibility method developed by Qunhua Li and Peter Bickel [45]. Briefly, low stringency peaks were called with both SPP and MACS v2.0.10 on the two GATA4 ChIP-seq replicates and a pooled sample generated by merging both ChIP-seq replicates mapped reads. The peaks were called against the pooled input mapped reads as background. The IDR method requires low stringency peaks to test reproducibility among the replicates. It compares the rank of a particular peak region in a sorted list (SPP peaks were sorted by signal value, while MACS v2.0.10 peaks were sorted by p-value), splits true peaks from noise, and defines a set of peak regions whose rank is concordant in both replicates at a given threshold. Details of the protocol and thresholds used can be found at https://sites.google.com/site/anshulkundaje/projects/idr.

SPP peaks (4811 regions) were intersected with the MACS 2.0.10 peaks (5867 regions) using BedTools v2.16.1 [46], and defined a “common” set of peaks (4409 regions, retaining SPP’s coordinates) for further analyses.

### Genomic distribution

Build 37 (mm9) mouse reference gene coordinates were obtained from the table "RefGene" on the UCSC table browser (http://genome.ucsc.edu). The transcription start site (TSS), transcription termination site (TTS) and exons coordinates were extracted from the table to define the following custom intervals in BED format: (1) 5 kb upstream of TSS to the end of first exon, (2) first intron, (3) rest of gene, and (4) last exon to 5 kb downstream of TTS. Any peak outside the range TSS-5kb, TTS+5kb was deemed intergenic. An additional set of custom intervals substituting 10 kb in the above definitions was also used, as indicated in figure and text. The 4409 “common” peaks were intersected with the custom intervals using BedTools v2.16.1 [46] to generate pie charts. Peaks were allowed to intersect multiple custom intervals because we observed that in some cases the proximity between “gene A” and “gene B” would generate overlapping categories, i.e. downstream region of “gene A” overlapped the upstream region of “gene B”. Consequently, the percentages shown in the pie charts were calculated by dividing the number of peaks falling in a particular category by the total number of intersections, rather than the total number of peaks.

### Motif discovery

Motif discovery and enrichment was conducted with the motif discovery tool suit MEME ChIP v.4.9.0 [47], available at http://meme.nbcr.net/. Default parameters were used, except for the following: database = Jolma2013, count of motifs = 10, min. width = 6 and max, width = 6. FIMO (Find Individual Motif Occurrences, a part of the MEME suit of tools) was used to scan the peak sequences for occurrences of the WGATAR motif. The distribution of the strength of the underlying signal (SPP's tag enrichment score) of peaks with and without the WGATAR motif was used to generate boxplots.

### Heart and liver GATA4 occupied segments intersection

Heart GATA4 occupied segments genomic coordinates were obtained from He et al, 2011[48]. The intersection between the heart set and our set of 4409 liver GATA4 occupied segments was calculated with BedTools v2.16.1 [46].

### Genome Regions Enrichment of Annotations Tool (GREAT) analysis

GREAT analysis [49] was performed on the 4409 liver GATA4 ChIP-seq binding sites, the 956 binding sites common to liver and heart GATA4 ChIP-seq binding sites, and the 3453 unique liver GATA4 binding sites using the website http://bejerano.stanford.edu/great/public/html/. Association rule settings were to single nearest gene with an extension of no greater than 50 kb from transcriptional start site, including curated regulatory domains.

### Intersection of intergenic peaks with mouse ENCODE enhancer histone marks

Data were analyzed and peaks assigned using two windows spanning either 5 kb or 10 kb upstream of the transcription start site (TSS) and downstream of the transcription termination site (TTS). Peaks outside these ranges were defined as intergenic. Mouse ENCODE’s eight week old mouse liver H3K4me1 and H3K27ac histone marks peaks were obtained from the UCSC genome browser (http://genome.ucsc.edu), and intersected with the set of intergenic peaks with BedTools v2.16.1 [46]. 

### Accession Number

The ChIP-seq and microarray datasets have been deposited in a superseries in GEO Database under the accession number GSE49132. 

### Liver Histology

The hematoxylin-eosin (HE) stains were performed using 5 µm thick sections from formalin-fixed, paraffin-embedded tissue blocks. Specimens were fixed in formalin (Fisher) immediately after harvesting and followed by gradient dehydration with 50%, 70%, 95%, and 100% ethanol. Tissue were then processed in xylene (Fisher) and embedded in paraplast tissue embedding medium (Fisher). Slides were prepared using Microm HM550. Paraffin sections were deparaffinized in xylene followed by rehydration with 100%, 95%, 70% ethanol and then Millipore water before the staining. Harris hematoxylin (Fisher) was used for nuclei staining. Excess hematoxylin was removed by dipping slides in acid alcohol (Leica Biosystems Richmond, 3560). Slides were then placed in running warm water until the nuclei turned blue. Eosin (Leica Biosystems Richmond, 1600) was used to stain for cytoplasm. Slides were later mounted using permount (Fisher, SP15-500) after clearing with xylene. Digital images of slides were taken on Axioskop 2 microscope (Zeiss).

### Serum studies

Blood was obtained from the heart and allowed to coagulate at room temperature for one hour, then spun at 10,000 rpm for 10 min. Serum was removed to a fresh tube and analyzed with a Vitros 350 Chemistry Analyzer (Johnson & Johnson). 

### Partial hepatectomy

A mouse was anesthetized by inhaled isofluorane. An incision was made down the midline of the abdomen and the left and middle lobes of mouse liver were exposed. The falciform ligament was cut down to the superior vena cava and the membrane linking the caudate and left lobes was also cut. A 1-0 suture was placed at the bottom of the left and middle lobes. The ends of the suture were tied tightly and the lobes were cut. After determining that no bleeding occurred, the abdominal incision was closed with a 4-0 suture in one layer.

## Results

### GATA and FOG expression in whole liver and isolated hepatocytes

We examined the expression of GATA and FOG mRNAs in whole adult mouse livers by quantitative RT-PCR. GATA4 and GATA6 are the only significantly expressed members of their family (Figure 1A) with levels approximating one-tenth of those observed in the fetal heart, which served as positive control (Figure 1B). FOG1 but not FOG2 is expressed at significant levels reaching up to one half those found in the fetal heart (Figure 1B). Immature and mature erythroid cells [50] served as positive controls for GATA2 and GATA1, respectively (Figure 1C). Although the liver is composed of ~70% hepatocytes [18], previous studies have also implicated endothelial cells [20] and cholangiocytes [26] as the source of GATA4 in adult liver. Inconsistencies among published immunohistochemical (IHC) analyses are likely rooted in variations of sensitivities and specificities of antibodies as well as tissue preparations. Moreover, IHC is usually not very quantitative. In our hands, IHC experiments provided ambiguous results as to the expression of GATA4 in hepatocytes (data not shown), perhaps in part due to the relatively low levels of expression when compared to the fetal heart. To determine GATA and FOG expression levels in primary hepatocytes versus non-hepatocyte lineages by an independent means, we purified hepatocytes from whole livers by collagenase digestion and density gradient centrifugation, a well established procedure for isolating hepatocytes [51,52]. As a control we also collected an “all cells” fraction containing all liver cell types that had gone through the collagenase digestion protocol but were not subjected to gradient centrifugation. Purity of the hepatocyte population was reflected in the presence of hepatocyte-specific transcripts HNF4α (hepatocyte nuclear factor 4α), coagulation factor X (FX), and albumin at levels comparable to all cells, and the depletion of endothelial-cell specific transcripts CD31 and VE-cadherin, and the Kupffer cell-specific mRNA CD68 (Figure 1D). To assess the possible contamination by cholangiocytes of the hepatocyte fractions, we compared the expression of the cholangiocyte-specific genes CK19 [53] by qRT-PCR and observed a significant depletion of these transcripts in hepatocytes (Figure 1D). Thus, our preparations were highly enriched for hepatocytes. We next examined GATA and FOG factor expression in purified hepatocytes. Notably, GATA4 was expressed at significant levels amounting to approximately half of those observed in all cells (Figure 1E). However, since hepatocytes represent the predominant proportion of cells in the liver, this implies that non-hepatocytes, although underrepresented, contribute a substantial proportion of GATA4 expression in the liver. Despite the low level of GATA4 expression, GATA4 has high chromatin occupancy at target genes (see below and Figure S2A). The expression of GATA6 and FOG1 in hepatocytes is comparable to that of all cells, suggesting that hepatocytes are a main source of these factors (Figure 1E). We also detected GATA4 and FOG1 proteins by Western blotting in nuclear extracts from both all cells and purified hepatocytes (Figure 1F). GATA6 protein could not be detected by Western blotting due to lack of a sensitive GATA6 antibody. In conclusion, our results indicate that GATA4, GATA6, and FOG1 are the predominantly expressed members of the GATA and FOG families in adult hepatocytes.

**Figure 1:**
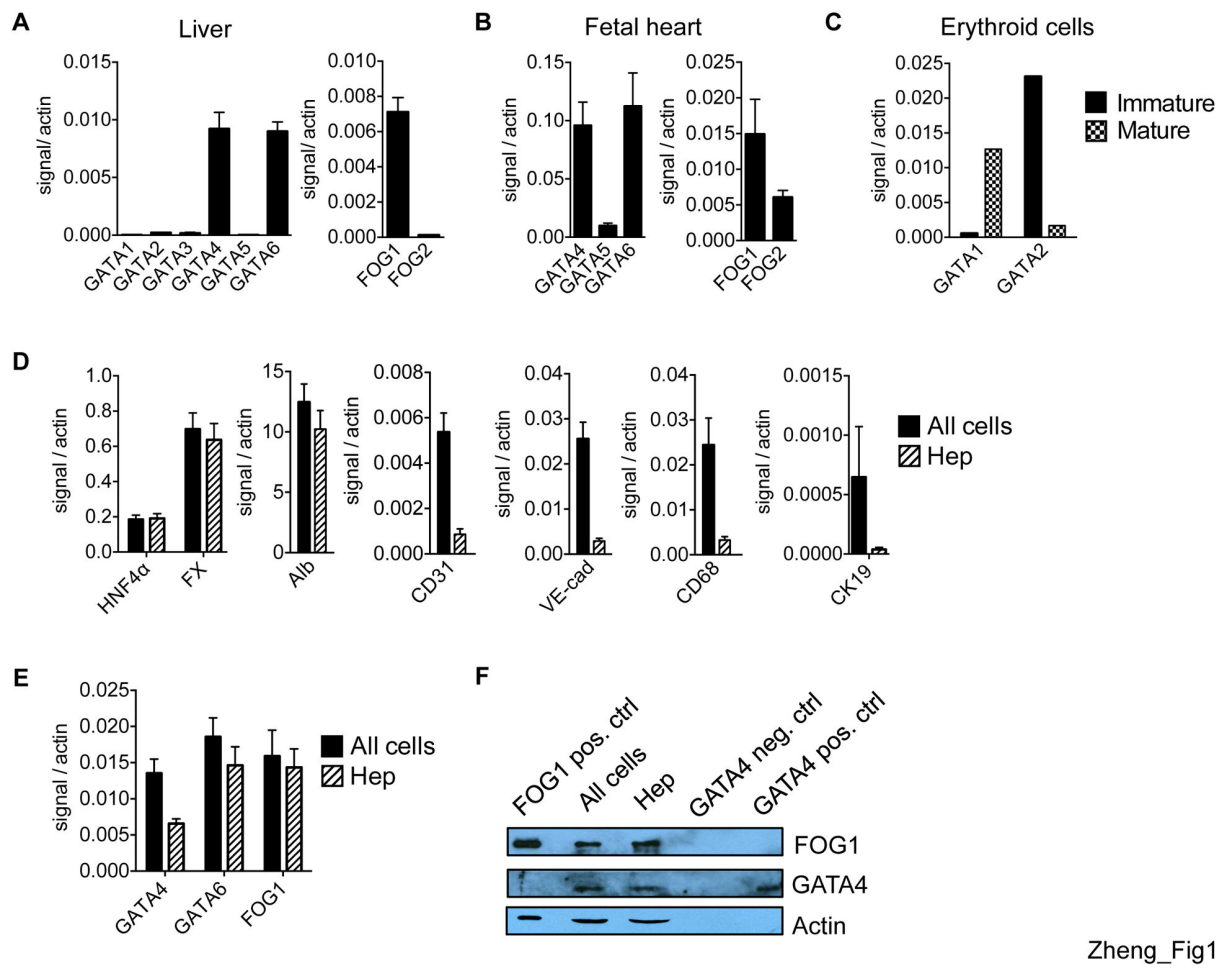
GATA and FOG expression in whole liver and isolated hepatocytes. Relative mRNA levels of GATA and FOG family members as measured by RT-qPCR and normalized to β actin in (A) liver (n=5), (B) fetal heart (n=4), and (C) immature and mature erythroid cells. (D) Relative mRNA levels in all liver cells (all cells, black bars) and hepatocytes (hep, striped bars) of hepatocyte expressed genes (HNF4α, factor X (FX), albumin (alb)), endothelial specific genes (CD31,VE-cadherin (VE-cad)), Kupffer cell specific gene CD68 and cholangiocyte specific gene CK19. (E) GATA4, GATA6, and FOG1. (n=15 in all cells and hep for all primers except n=3 for CK19) (F) Western blot of GATA4 and FOG1 proteins with actin loading control. Erythroid cells served as positive control for FOG1. 293T cells and derivatives expressing GATA4 served as positive (pos. ctrl) and negative controls (neg. ctrl), respectively.

### GATA4 occupies hepatocyte-specific target genes

GATA4 occupancy at select hepatocyte-specific genes has been described in cell lines [20,21,24,30,31,33] and in vitro on nucleosomal arrays [36] but whether GATA4 occupies hepatocyte-specific target genes in primary cells *in vivo* is unknown. We performed chromatin immunoprecipitation (ChIP) with two independent anti-GATA4 antibodies followed by qPCR to assess GATA4 binding to presumed GATA4 target genes in whole liver preparations. Primer pairs were designed to span two sequences each at the albumin enhancer and factor X promoter upstream region, according to previously described GATA4 target sites [30,36]. In addition, a negative control site lacking the WGATAR sequence was included at each of these genes (Figure 2A). GATA4 occupancy was detected at the albumin enhancer and factor X promoter (Figure 2B). We next performed anti-GATA4 ChIP on purified hepatocyte populations and, as a control, the all cells population. GATA4 occupancy was confirmed at the factor X promoter (Figure 2C) and additional target genes (see below) at comparable levels in hepatocytes and all cells. Together, these results demonstrate that GATA4 occupies hepatocyte-specific genes *in vivo*, suggesting a role for GATA4 in regulating hepatic functions in the adult liver.

**Figure 2:**
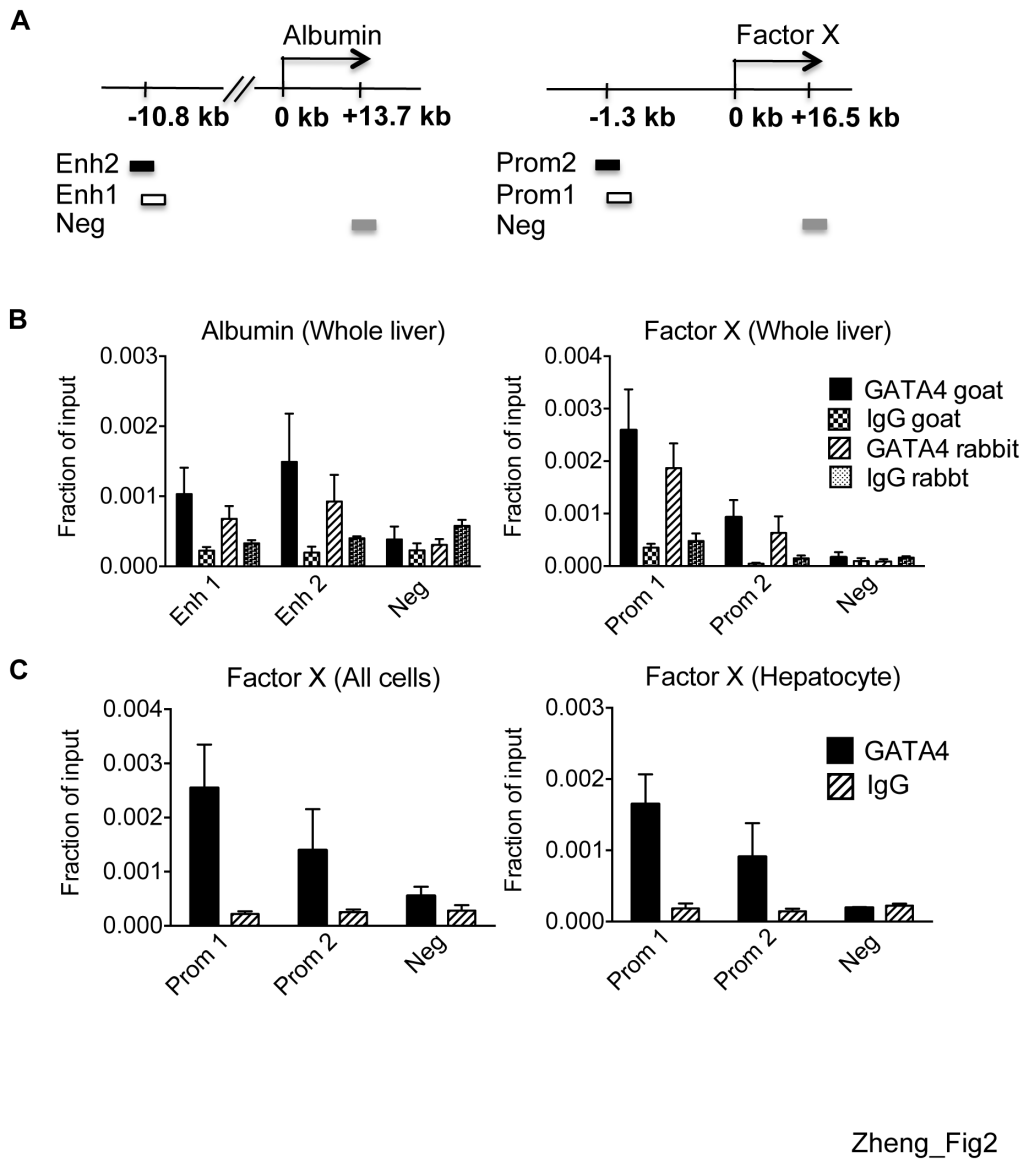
GATA4 occupies targets in whole liver and isolated hepatocytes. (A) Schematic of the albumin (left) and factor gene (right). “0” denotes the TSS. Boxes represent ChIP-qPCR primer amplicons. Enh, enhancer; prom, promoter, and neg, negative control. (B) GATA4 ChIP-qPCR in whole livers at albumin (left) and factor X (right) genes (n=3). (C) GATA4 ChIP-qPCR at factor X in all cells that have undergone collagenase digestion but not gradient centrifugation (left) and hepatocytes (right) (n=3-5).

### Genome wide GATA4 occupancy analysis reveals liver specific targets

In order to reveal the transcriptional program under the control of GATA4 in the adult liver, we performed GATA4 ChIP with anti-GATA4 C-20 antibody (Santa Cruz) followed by high throughput sequencing (ChIP-seq) in whole adult mouse liver. 

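GATA4 ChIP was carried out on 2 biological replicates, each made of the whole livers of 2 mice, and input DNA from liver that had not been immunoprecipitated served as the background. The mice were 2.5 to 3.5 months old by the paper's methods and 2 to 3 months old by the sample labels. ChIP-seq reads the DNA fragments that an antibody pulls down with a protein, so that sites held by GATA4 collect more reads than the input. Fragments of 250 to 450 bp were kept after 18 cycles of PCR. The paper reports 47.9 M and 47.6 M ChIP reads for replicates 1 and 2, 60.5 M and 53.1 M input reads (M is 1000000), a read length of 48 bp, and about 65% of reads placed uniquely on mm9, the only reads that were kept. The reads themselves were not analysed here, so these depths are the paper's. The authors called peaks with SPP and with MACS2 on each replicate and on the merged reads against the merged input, and kept peaks whose rank was reproducible between the replicates (IDR). The files hold 3 peak lists, from SPP, from MACS2 and the intersection of both, each covering both replicates together. No value per replicate can therefore be given, and peaks rather than animals are the units of every test. All peaks of all 3 lists carry a score of 1000, a display value without information on strength. In its place, the number of each peak in its list was used, a choice made after the files were seen. The files do not state what the numbering follows. The methods say that SPP peaks were sorted by signal value and MACS2 peaks by p-value for IDR. Coordinates are those of mm9 (NCBI Build 37), counted from 1, and the reference sequence and the GENCODE M1 annotation used here are of the same build. The paper took its genes from the RefGene table, which was not in the files analysed here.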

Genomic DNA not subjected to immunoprecipitation was sequenced as input control. Using two independent peak calling methods and irreproducible discovery rate (IDR) analysis [45], we identified 4409 GATA4 occupied sites (OS), of which 2918 OS bind 3075 unique genes when using a window of 5kb upstream of the transcription start site (TSS) of genes to 5kb downstream of the transcription termination site (TTS). 

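The SPP list held 4811 peaks with a median width of 199 bp and the MACS2 list 5867 peaks with a median width of 618 bp. With an overlap of at least 1 bp counted, 4409 SPP peaks met a MACS2 peak, which was 91.6% of the SPP list (Wilson 95% interval 90.8 to 92.4). These were the same 4409 peaks as the common list, with the coordinates of SPP, and they were 80 to 631 bp wide with a median of 190 bp. Seen from the other list, 4371 MACS2 peaks (74.5%, 73.4 to 75.6) met an SPP peak. When the MACS2 peaks were moved by 10000 bp, only 52 SPP peaks (1.08%) still met one (Fisher's exact test, p below 1e-300). Overlap of the 2 lists was nearly complete at their heads and fell toward their ends. Of the SPP peaks numbered 1 to 500, 99.2% met a MACS2 peak, against 67.5% of those numbered 4501 to 4811. In the MACS2 list the share fell from 99.6% in the leading 500 peaks to 22.1% in the last 367. Across the 4409 common peaks, the positions in the 2 lists were correlated (Spearman's rho 0.783, Pearson's r 0.756, permutation p = 1e-05 for each, the smallest that 100000 resamples allow). This is a correlation across sites of 1 sample, which are not independent replicates. A reciprocal overlap of at least 50% moved the count the most, to 864. An SPP peak of median width cannot cover 50% of a MACS2 peak of median width, so this fall partly reflects width. With at least 50% of the SPP peak covered, the count stayed at 4409.

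**Figure D1:**
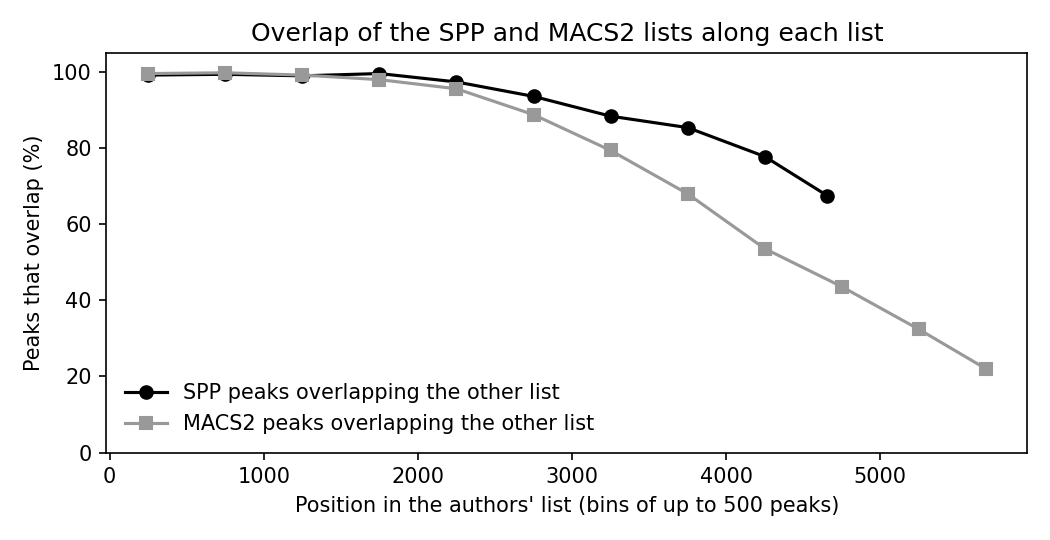
Share of peaks (%, y axis) that overlap the other caller's list, by position in the list (x axis, bins of up to 500 peaks). Black circles are SPP peaks, which go from 99.2% to 67.5%, and grey squares are MACS2 peaks, which go from 99.6% to 22.1%.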

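With all 33924 genes of GENCODE M1, 3127 of the 4409 GATA4 OS (70.9%, Wilson 95% interval 69.6 to 72.2) overlapped a window from 5 kb upstream of the TSS to 5 kb downstream of the TTS, and 3007 different genes held at least 1 of them. Using only the peak midpoint gave 3123 OS and 2992 genes, whereas restriction to the 22232 protein-coding genes gave 2931 OS and 2516 genes. Of the settings that kept all OS, the longest protein-coding transcript of each gene, added after the files were seen, moved both numbers the most, to 2801 OS and 2435 genes. The peaks were called once on both replicates together, so these counts have no replicate error.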

If this window is extended to 10 kb upstream of the TSS and downstream of the TTS, 3168 GATA4 OS fall within 3694 genes. 

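In the 10 kb window, 3360 GATA4 OS (76.2%, Wilson 95% interval 74.9 to 77.4) fell within 3710 genes of the annotation. At 5 kb there had been 3127 OS and 3007 genes. Counting protein-coding genes only lowered the numbers to 3168 OS and 3033 genes, and their longest transcripts, a setting added after the files were seen, to 3047 OS and 2949 genes.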

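Intergenic GATA4 OS are those that touch no window from 5 kb upstream of a TSS to 5 kb downstream of a TTS. There were 1282 of them among the 4409 OS (29.1%, Wilson 95% interval 27.8 to 30.4) when every transcript of the annotation was used. Leaving out non-coding genes raised the number to 1478, and keeping a single transcript per protein-coding gene, the longest, raised it further to 1608; the latter alternative was chosen after the files were seen. The histone mark datasets that the paper intersected with these OS were not in the files analysed here.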

We intersected 1491 intergenic GATA4 occupied sites outside the 5kb (Figure S3C) window with publically available datasets of H3K4me1 and H3K27ac ChIP-seq, which are markers of enhancers [54]. Approximately 40% of GATA4 intergenic sites outside of 5kb from genes are associated with these enhancer marks. 

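With the wider window, 1049 GATA4 OS (23.8%, Wilson 95% interval 22.6 to 25.1) stayed intergenic. The number was 1241 with protein-coding genes only, and 1362 with the longest protein-coding transcript of each gene, an alternative added after the files were seen.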

Using the 10kb window leaves 1241 intergenic sites of which 40% also have these enhancer marks (Figure S3D). 

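Table S3 gives 19 primer pairs for numbered peaks. Both primers were matched exactly to the mm9 sequence, at most 1000 bp apart, and 13 of the 19 pairs had a single product in the genome, while 6 had none. Of these 13 amplicons, 7 overlapped a common GATA4 OS by at least 1 bp, 11 lay within 500 bp of one, and 12 overlapped a peak of the MACS2 list. The 7 OS took positions 63 to 1667 in the common list. The amplicon of peak 27 (chromosome 11, 105996505 to 105996555) illustrates the difference between the lists. It lies in MACS2 peak number 2 and ends just before common OS number 2, which spans 105996561 to 105996871 in intron 6 of Map3k3. Of 4 negative control pairs for albumin and factor X, 3 had a single product. Of these, 0 overlapped a peak of any list and 1 lay within 500 bp of a common OS. Over all 54 pairs of the table, 41 could be placed and 30 of them overlapped a common OS, a number that rose to 36 with either the MACS2 list or a distance of up to 500 bp. The ChIP-qPCR values are not in the files analysed here. From the detection of all tested OS by ChIP-qPCR, the paper reasons that the ChIP-seq data and the peak calling are sound.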

19 out of 19 GATA4 OS from a spectrum of IDR significance levels were detected by ChIP-qPCR, validating the ChIP-seq results and peak calling methods (Figure S2A). In addition, a strong GATA4 OS signal was observed at the factor X promoter confirming ChIP-qPCR results from Figure 2 (Figure S2B). 

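A common OS of 320 bp lay at the factor X promoter, on chromosome 8 from 13036420 to 13036739. Its midpoint was 728 bp upstream of the TSS of F10, the gene for factor X (13037308 to 13056676, plus strand), in sequence annotated as intergenic. It held 1 WGATAR sequence, TGATAA at 13036611 to 13036616, within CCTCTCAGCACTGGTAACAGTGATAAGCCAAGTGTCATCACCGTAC (13036591 to 13036636). The amplicon of the paper's first factor X promoter primer pair, from 13036588 to 13036638, contained this motif. In the common list this OS was number 2570 of 4409, and the MACS2 peak at the site was number 5383 of 5867. The amplicons of both negative control pairs, at 13036076 to 13036130 and 13053793 to 13053843, overlapped no peak of any list. F10 had no other common OS within 50 kb. The paper reads the OS beside the ChIP-qPCR signal at the same promoter in Figure 2.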

When examined at the 5 kb window described above, 17% of GATA4 OS are at the promoter proximal regions, 17% fall within the first intron while 28% are located within the coding regions of target genes and 8% are within the last exon and regions proximal to the TTS (Figure 3A). 

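GATA4 OS were assigned to the 5 kinds of region by the paper's definitions, with every transcript of the annotation, and an OS could count in more than 1 kind. The 4409 OS made 5896 intersections. Promoter proximal regions took 1164 of them (19.7%, Wilson 95% interval 18.7 to 20.8), first introns 1237 (21.0%, 20.0 to 22.0), the rest of the gene 1507 (25.6%, 24.5 to 26.7) and downstream regions 706 (12.0%, 11.2 to 12.8). To see what position alone gives, all OS were moved by 1000000 bp, and 4374 of them stayed within their chromosome. The promoter proximal share was then 10.9% (10.1 to 11.8) and the first intron share 15.0% (14.1 to 16.0), both below the shares of the OS in place with no overlap of the intervals. The rest of the gene took 28.4% (27.2 to 29.6) and the downstream regions 11.4% (10.5 to 12.2) of the moved OS. The promoter proximal share responded most to counting each OS once, in the order of the list of regions, which gave 26.4%, while protein-coding transcripts alone gave 16.9%.

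**Figure D2:**
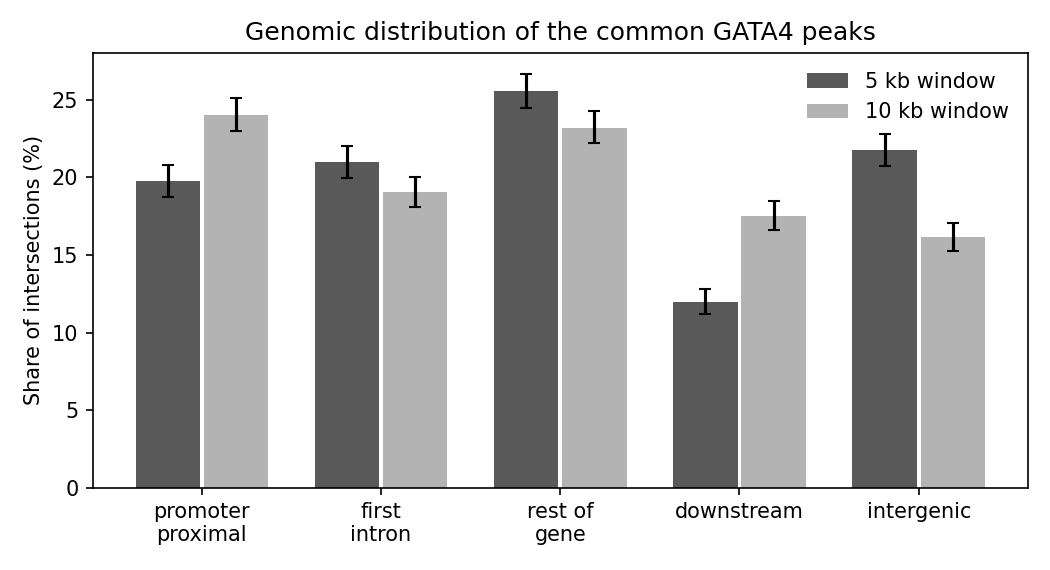
Share of all intersections (%, y axis) of the common GATA4 OS with each kind of region (x axis), with the 5 kb window in dark grey and the 10 kb window in light grey. Error bars are Wilson 95% intervals. The promoter proximal bar rises from 19.7% to 24.0% and the intergenic bar falls from 21.7% to 16.2% with the wider window.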

The remaining 30% of GATA4 OS are intergenic. 

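Intergenic OS made up 1282 of the 5896 intersections (21.7%, Wilson 95% interval 20.7 to 22.8). Since an intergenic OS can count only once while a genic OS can count several times, the same 1282 OS were 29.1% of the 4409 OS. After the OS had been moved by 1000000 bp, the intergenic share of intersections was 34.3% (33.0 to 35.6). Among the settings with the OS in place, this share was highest, at 34.2%, with the longest protein-coding transcript of each gene. That alternative was chosen after the files were seen.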

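With the 10 kb window the OS made 6491 intersections. Promoter proximal regions took 24.0% (Wilson 95% interval 23.0 to 25.1), first introns 19.1% (18.1 to 20.0), the rest of the gene 23.2% (22.2 to 24.3), downstream regions 17.5% (16.6 to 18.5) and intergenic sequence 16.2% (15.3 to 17.1). Only the promoter proximal, downstream and intergenic definitions depend on the window, so the numbers of intersections with first introns (1237) and with the rest of the gene (1507) were those of the 5 kb window. Promoter proximal and downstream shares rose from 19.7% and 12.0%, and the intergenic share came down from 21.7%. Each OS counted once gave the largest change, to 35.4% promoter proximal and 6.17% downstream. The paper compares the 2 windows by their profiles of regions.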

This occupancy profile is very similar to that obtained when the window is extended to 10 kb upstream and downstream, respectively of TSSs and TTSs (Figure S3A). To determine sequence motifs enriched at the GATA4 OS, we performed MEME motif analysis [47]. 

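The sequence of each common OS was scanned on both strands for exact matches to WGATAR. At least 1 match was present in 3655 of the 4409 OS (82.9%, Wilson 95% interval 81.76 to 83.98), and 754 had none. A single WGATAR was found in 2126 OS, 2 in 1099, 3 in 341, and 4 or more in 89. The matches gathered at the peak midpoint, with 25.0 and 24.2 per 100 OS in the 20-bp bins on either side of it, whereas the bins from 160 to 200 bp to the left had 3.83 and 3.45. The first common OS in the list, on chromosome 10 from 68681811 to 68682128 with its midpoint 163 bp from the TSS of Rhobtb1, held 2 matches. One of them, AGATAA at 68681950 to 68681955, lies in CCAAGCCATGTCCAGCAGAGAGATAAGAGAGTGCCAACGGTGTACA. OS number 3 (chromosome 2, 128792790 to 128793136) and number 6 (chromosome 1, 75213752 to 75214062) were the only ones of the leading 10 without a match. For the WGATAR motif itself, the width of sequence scanned changed the share the most, and it was 74.3% in the central 100 bp of each OS and 89.6% (3952 OS) in 500 bp around the midpoint.

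**Figure D3:**
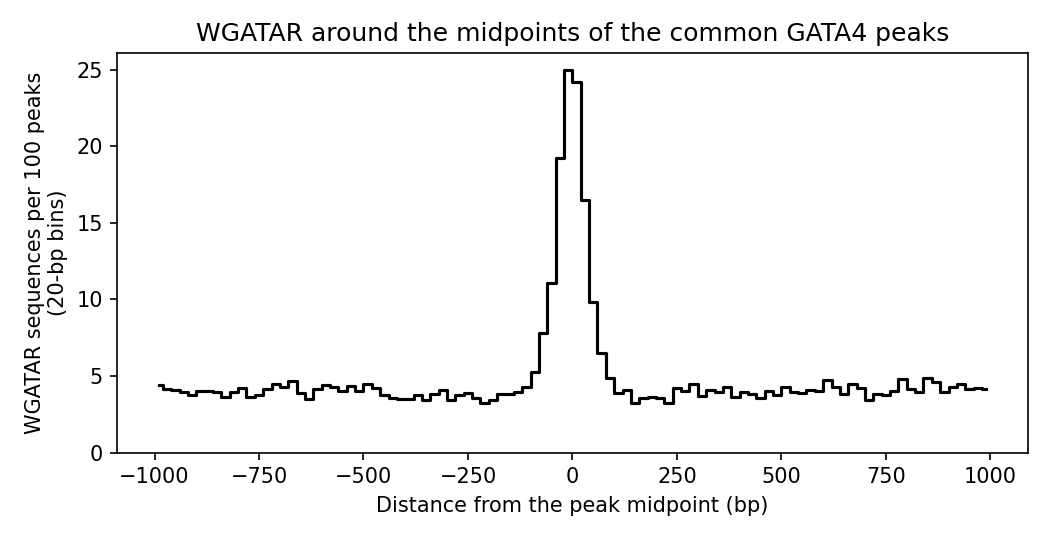
WGATAR sequences per 100 common GATA4 OS (y axis, 20-bp bins, both strands) by distance from the peak midpoint in bp (x axis). The line stands at 25.0 and 24.2 in the bins next to the midpoint and near the level of the flanks beyond 100 bp.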

The canonical GATA motif, (A/T)GATA(A/G) or WGATAR, was the most highly enriched sequence and found in almost 90% of the occupied sites (Figure 3B). This percentage rises to 95% if the non-canonical GATA motifs WGATA or GATAR are included (Figure S4). 

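When WGATA or GATAR was accepted, 4094 OS (92.9%, Wilson 95% interval 92.1 to 93.6) held a match and 315 held none. These 5-base sequences are shorter and so occur more often by position alone, in 54.9% (53.4 to 56.3) of windows of the same width 5000 bp to the right of each OS, against 31.9% (30.5 to 33.3) for WGATAR. The excess of the OS over their windows was nonetheless clear for both (exact McNemar test, p below 1e-300).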

In addition, ChIP-seq tag enrichments are higher at GATA4 OS containing the WGATAR motif compared to GATA4 OS lacking the WGATAR motif (Figure 3C). 

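The tag enrichment scores from SPP are not in the files analysed here, so the position of each OS in the SPP list was compared, where number 1 is the first of the list. OS with WGATAR had a mean position of 2195.4 ± 1358.1 (SD, n = 3655 sites) and OS without it 2667.5 ± 1265.6 (SD, n = 754 sites), a difference of -472.2 (permutation test, p = 1e-05, the smallest that 100000 resamples allow). The spread within each group was far larger than this difference. The share of OS with WGATAR went from 90.1% (Wilson 95% interval 88.2 to 91.7) in the leading 1103 OS of the common list to 84.4% and 80.2% in the 2 groups of 1102 that follow and 76.9% (74.3 to 79.3) in the last 1102. Peak width also changes along the list, since 320 bp, the commonest width, was that of 0.73% of the leading 1103 OS and of 61.8% of the last 1102. Among the 1127 OS of that width alone, the difference was smallest, at -184.4 positions (permutation p = 0.0062). The paper compares tag enrichment between both groups with Student's T test (Figure 3C).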

Together, these results indicate that GATA4 occupies a substantial number of sites via direct DNA binding in the adult liver.

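Each OS was compared with a window of the same width 5000 bp to its right. WGATAR was present in 82.9% of the OS and in 31.9% of the windows, a difference of 51.0 percentage points. In 2455 pairs only the OS held the motif and in 206 only the window did (exact McNemar test, p below 1e-300). Windows 50000 bp away held WGATAR in 32.5% of cases. Among the controls for WGATAR in the whole OS, the difference moved most, to 56.0 points, with each OS shuffled so as to keep its dinucleotides. Of the shuffled sequences, 26.9% held the motif. In the central 100 bp, the share was 74.3% for OS and 17.3% for windows. From the frequency of the motif, together with the higher enrichment of OS that carry it, the authors concluded that GATA4 binds many of its sites in liver directly through DNA.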

**Figure 3:**
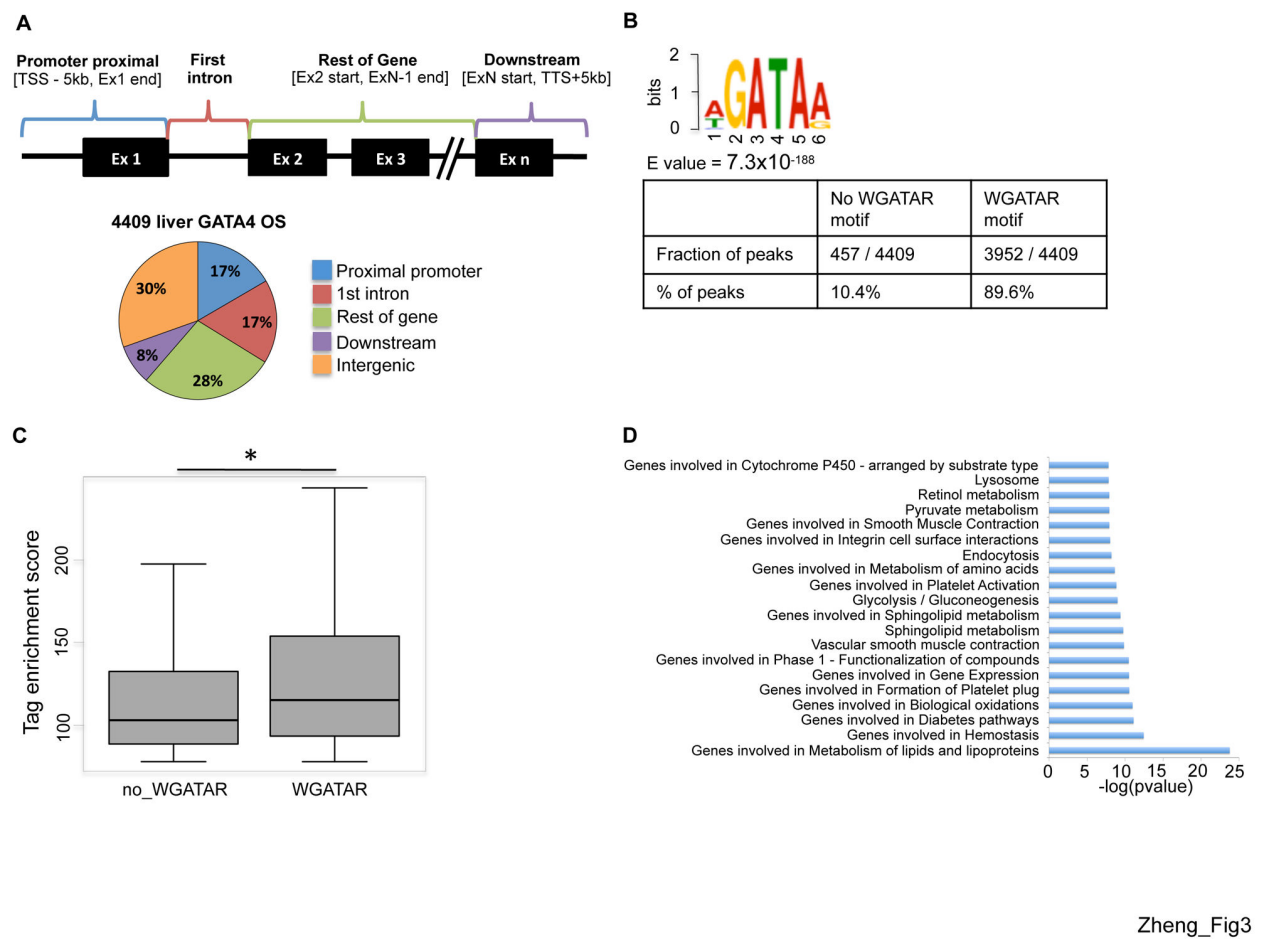
GATA4 ChIP-seq in the adult liver. (A) Distribution of GATA4 occupied sites: promoter proximal: 5 kb upstream of the TSS to the end of first exon (blue); first intron (red); rest of gene (second exon until penultimate exon, green); downstream (last exon to 5 kb downstream of TTS, purple), and intergenic (any region outside of all of the above, orange). (B) MEME analysis identified WGATAR motifs as most enriched under GATA4 OS. Table summarizing fractions and percentages of GATA4 OS with and without WGATAR motifs. (C) Box and whiskers plot of ChIP-seq tag enrichment scores (y axis) between peaks with and without WGATAR motif, * p = 1.258x10^-5^, Student’s T test. (D) Functional ontologies of GATA4 occupied genes as assigned by GREAT with Molecular Signatures Database (MSigDB).

To further explore the functional significance of liver GATA4 OS, we used the Genome Regions Enrichment of Annotations Tool (GREAT) [49] to assign GATA4 ChIP-seq peaks to single genes within a gene regulatory region between midpoints of consecutive TSS, with maximum extension of no more than 50 kb in one direction from the TSS. 

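A common OS was counted as assigned when its midpoint lay at most 50 kb from the nearest TSS. With the TSS of every transcript in the annotation, 3697 of 4409 OS were assigned (83.9%, Wilson 95% interval 82.7 to 84.9), and the median distance to the nearest TSS was 10568 bp. Within 1000 bp of a TSS lay 790 OS (17.9%). Protein-coding genes alone gave 74.8% (73.5 to 76.0). With 1 TSS per protein-coding gene, that of its longest transcript, 3047 OS were assigned (69.1%, 67.7 to 70.5), a setting chosen after the files were seen. A reach of 10 kb in place of 50 kb lowered the share most, to 48.8% (2153 OS).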

Two thirds of the peaks were assigned to single genes according to these criteria. Notably, these genes belonged to ontological groups related to liver function, including lipid metabolism, glycolysis/gluconeogenesis and phase 1 functionalization of compounds (cytochrome p450 mediated metabolism) (Figure 3D). 

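Neither GREAT nor MSigDB was available for the files analysed here, so 7 sets of genes were written down by hand, after the files had arrived but before any set was tested, and each OS was assigned to the single nearest TSS, 1 per protein-coding gene, within 50 kb. This gave 3047 assigned OS at 2444 genes. The regions of 58 lipid metabolism genes made up 0.124% of the sequence and held 33 OS, where 5.46 would fall by chance, a 6.04-fold excess (exact binomial test with Benjamini-Hochberg adjustment over the 7 sets, adjusted p = 4e-15). Regions of 21 glycolysis and gluconeogenesis genes held 9 OS against 1.31 by chance (6.86-fold, exact binomial test, adjusted p = 1.7e-05), and those of 98 cytochrome P450 genes held 28 against 10.5 (2.66-fold, adjusted p = 1.3e-05). The test was also repeated with the regions of all protein-coding genes, with or without an OS, as the background. By the same exact test, the excess was then 3.81-fold for lipid metabolism (adjusted p = 7.5e-10), 4.32-fold for glycolysis and gluconeogenesis (adjusted p = 7.4e-04) and 1.68-fold for cytochrome P450 genes (adjusted p = 0.016). Regions of 1113 olfactory receptor genes held 1 OS against 50.4 by chance (exact test, adjusted p = 5.8e-20). Coagulation genes (4 OS, adjusted p = 0.13), cardiac sarcomere genes (3 OS, adjusted p = 0.2) and neuronal genes (0 OS, adjusted p = 0.28) could not be told from chance by the exact test. No set of genes of endothelial cells, which whole liver also holds, was tested. The paper links the ontology of the occupied genes to functions of the liver.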

To delineate gene expression programs under the control of GATA4 that are specific to the liver we compared the liver ChIP-seq data set with a previously reported dataset of genome-wide GATA4 occupancy sites in cardiomyocyte cell lines [48]. Intersection of these datasets revealed that 20% of the liver GATA4 OS overlap with those from heart whereas 80% of liver GATA4 OS are liver specific (Figure 4A). The distribution pattern of liver-only sites (Figure 4B left) closely matched that of the entire liver (Figure 3A) and heart-only sites (Figure S3B), but the distribution of the common binding sites showed greater enrichment in promoter proximal regions (Figure 4B right). GREAT analysis of the liver-only GATA4 OS revealed ontologies related to metabolism of lipids, bile acid, and amino acids, glycolysis/gluconeogenesis, and phase 1 functionalization of compounds, similar to the ontologies from the entire liver GATA4 ChIP-seq dataset (Figure 4C). However, the ontologies of genes associated with GATA4 OS that are shared between liver and heart were more diverse, with the majority not being liver related (Figure 4D). In concert, these analyses suggest a role for GATA4 in adult liver gene expression. 

**Figure 4:**
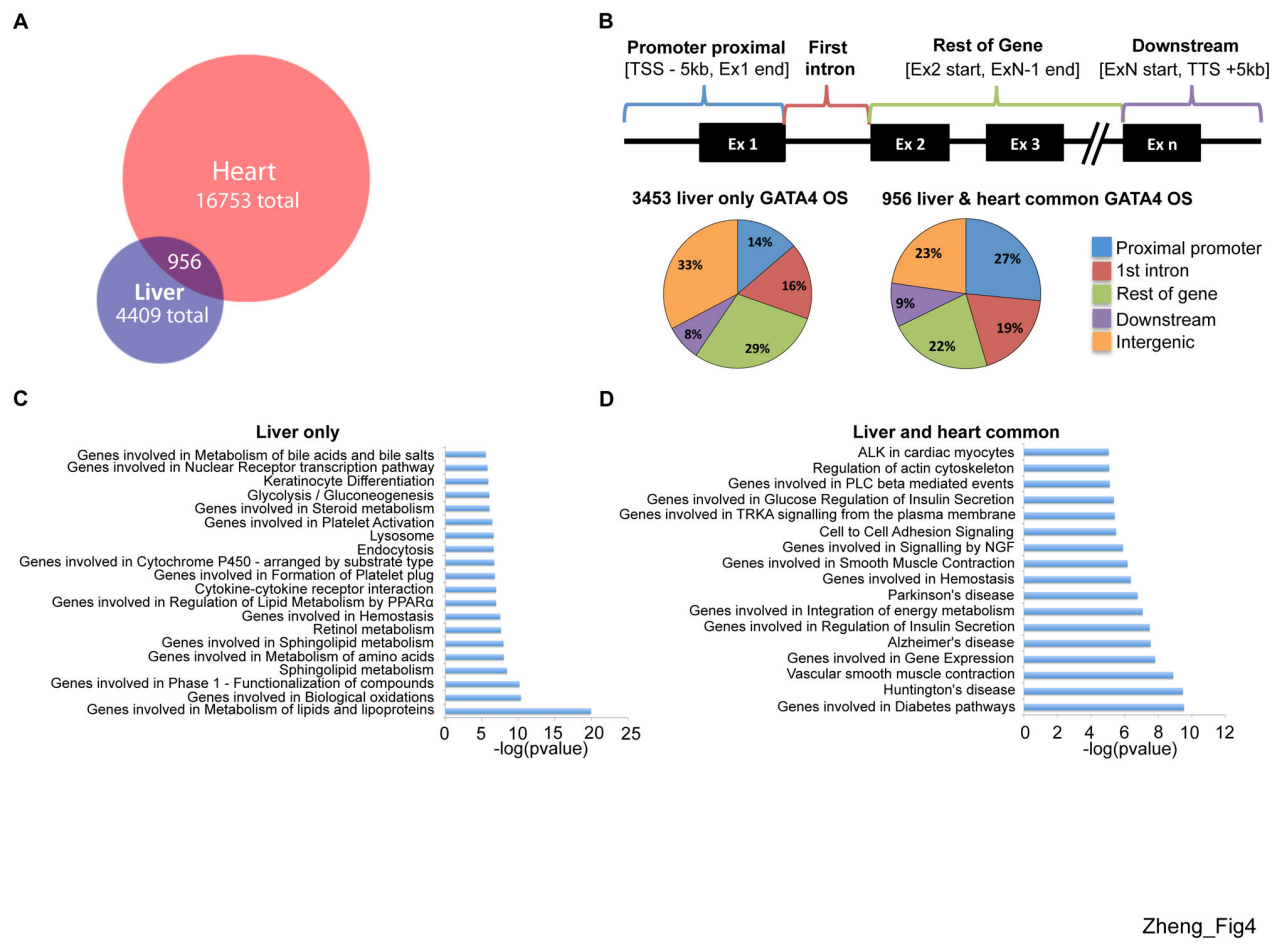
The great majority of GATA4 occupied sites in the liver are liver specific. (A) Intersection of liver and heart GATA4 ChIP-seq data sets. (B) Distribution of GATA4 occupied sites (see Fig. 3 for explanation) in liver-only (left) and liver and heart common occupied sites (right). GREAT analysis assigning functional ontology terms from the Molecular Signatures Database (MSigDB) to GATA4 occupied genes in (C) liver-only and (D) liver and heart common datasets.

### Conditional Gata4 deletion from hepatocytes of adult mouse liver

To examine the function of GATA4 in the mature liver we deleted it selectively in hepatocytes of adult mice. Animals homozygous for floxed *Gata4* alleles (*fl/fl*) were injected via tail veins with adeno-associated virus expressing Cre recombinase (AAV-Cre) or, as control, GFP (AAV-GFP) from the hepatocyte-specific thyroxine-binding globulin (Tbg) promoter [55]. Two weeks after AAV-Cre injection, GATA4 mRNA and protein levels were markedly reduced from hepatocytes and all cells, indicating successful excision of *Gata4* (Figure 5A,B). The residual GATA4 mRNA expression in hepatocytes is most likely due to background signal, as GATA4 protein level (Figure 5B) and occupancy (Figure 5C and 5D, discussed below) are completely depleted. GATA6 levels remained steady in all cells and hepatocytes of AAV-Cre and AAV-GFP injected *Gata4 fl/fl* mice suggesting a lack of cross-regulation among these factors and contrasting with the cross-regulation of GATA factors in hematopoietic cells [56]. FOG1 levels were slightly reduced in hepatocytes and all cells of AAV-Cre injected mice, suggesting that FOG1 is a GATA4 regulated gene (Figure 5A and 5B). Indeed, GATA4 strongly occupies the FOG1 locus, indicating that FOG1 is a direct GATA4 target (peak 19 and peak 20, Figure S2A), reminiscent of FOG1 regulation in erythroid cells by GATA1 [13]. 

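FOG1 is encoded by Zfpm1, on chromosome 8 from 124806039 to 124861146 (plus strand). The gene held 7 common OS, at positions 109, 305, 502, 534, 1917, 3884 and 4170 of the common list, and 9 MACS2 peaks within 10 kb. The OS at position 109, from 124830535 to 124831165 in intron 2 of Zfpm1, was the widest of all common OS (631 bp), was number 11 in the MACS2 list and contained the amplicon of peak 20 (124830674 to 124830724). It held 3 WGATAR sequences, among them TGATAA at 124830808 to 124830813 in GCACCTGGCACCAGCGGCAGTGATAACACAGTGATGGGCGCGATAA. The OS at position 305 (124838877 to 124839133, intron 3, MACS2 number 170) held CTATCT, the reverse complement of AGATAG, in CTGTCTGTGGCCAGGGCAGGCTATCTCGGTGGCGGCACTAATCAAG. OS 534 (124820527 to 124820740) with 3 WGATAR sequences and OS 4170 (124808281 to 124808441) with 0 lay in intron 1. Intron 3 also held OS 1917 (124837276 to 124837488) and OS 3884 (124846703 to 124847022), and OS 502 (124854435 to 124854649) was in intron 4. The primers of peak 19 had no exact product in mm9, so its OS was not identified. The lists cover both replicates together, and no error can be given for a single OS. Among the genes that OS were assigned to by their nearest TSS, Smad6 had the most with 7, and Zfpm1 had 5, because 2 of its OS lie nearer to another TSS. From occupancy at peaks 19 and 20, beside slightly lower FOG1 levels after Gata4 excision, the paper reads FOG1 as a direct target of GATA4.

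**Figure D4:**
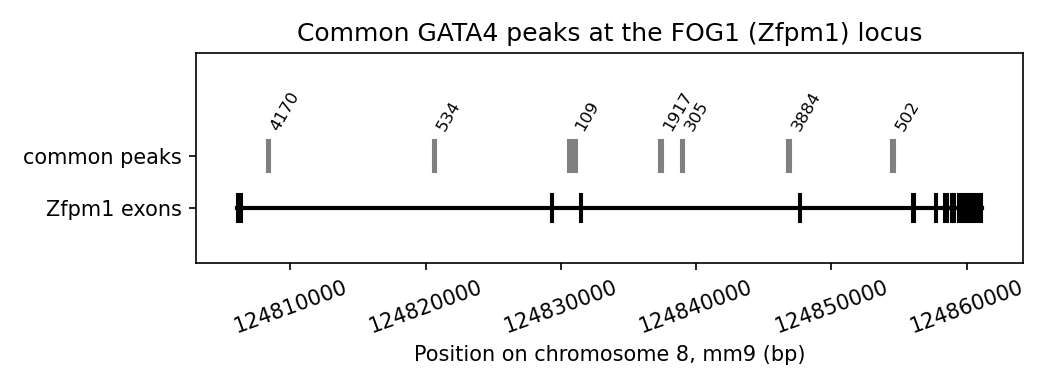
Map of the Zfpm1 gene, which encodes FOG1, on chromosome 8 of mm9 (x axis, bp). Black boxes are the exons of its longest protein-coding transcript and grey boxes the 7 common GATA4 OS, each with its position in the common list. The midpoints of all 7 lie in introns 1 to 4.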

Importantly, when examined by ChIP, deletion of *Gata4* resulted in a virtually complete loss of GATA4 from all examined sites, factor X, FOG1, HNF4α and HNF6 (Figure 5C and Figure 5D), indicating that GATA4 occupancy at these genes occurs only in hepatocytes and not in non-hepatic cell types. In conclusion, AAV-Cre-mediated excision allowed depletion of GATA4 from hepatocytes and eliminated its occupancy from target genes.

**Figure 5:**
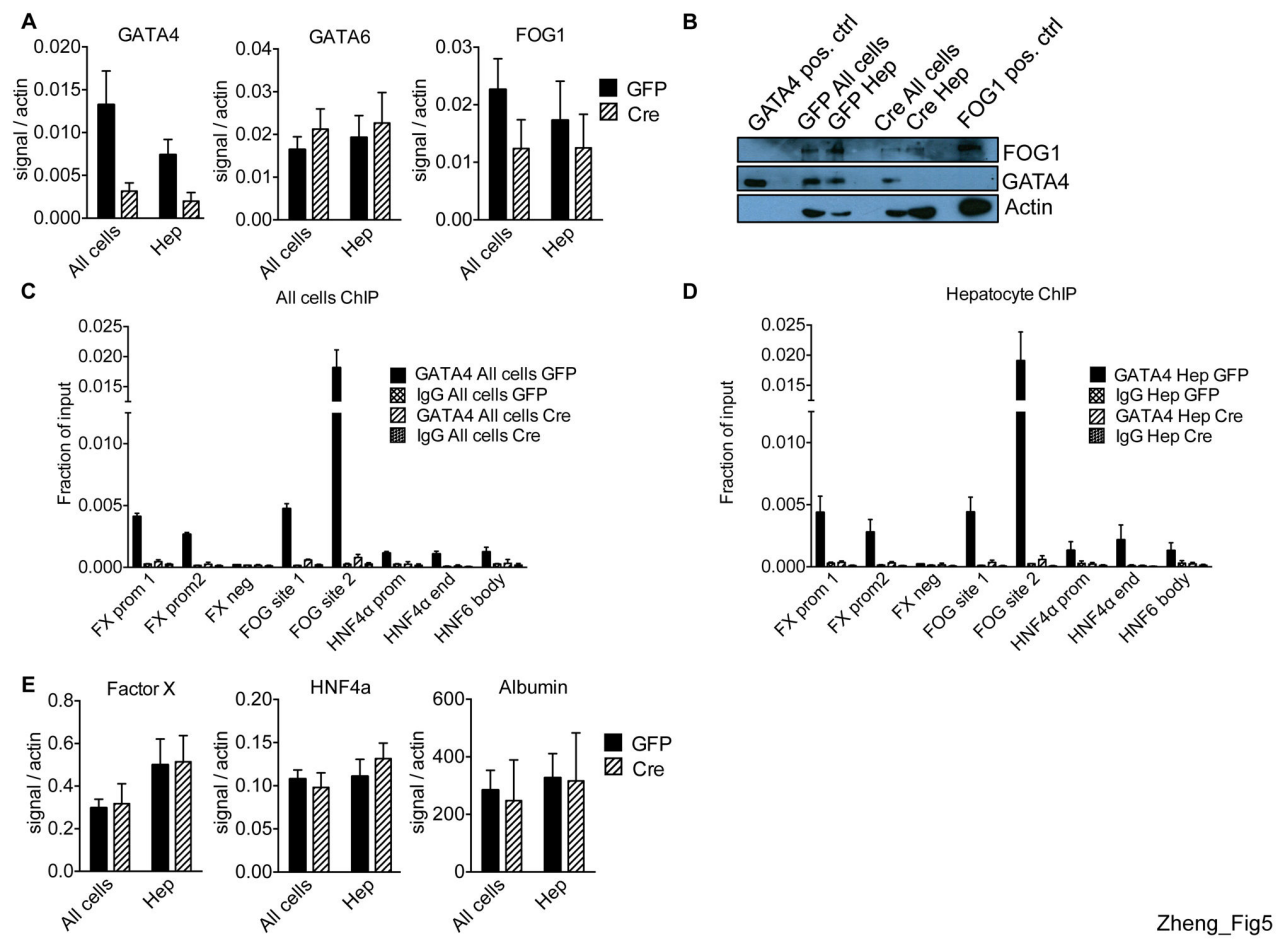
GATA4 excision in hepatocytes. (A) mRNA levels of GATA4, GATA6 and FOG1 in all liver cells (all cells) and hepatocytes (hep) of AAV-GFP (black bars) and AAV-Cre (striped bars) injected mice (n=5-7). (B) Western blot of GATA4 and FOG proteins. Heart and erythroid cells served as positive controls (pos. ctrl) for GATA4 and FOG1, respectively. GATA4 ChIP-qPCR in all cells (C) and hep (D) (n=2-3) at factor X (FX) promoter (prom) and negative control region (neg), FOG1, HNF4α promoter and 3’ end of gene (end) and HNF6 intragenic (body) sites (n=2-3). (E) mRNA levels of factor X, HNF4α, and albumin in All cells, Hep of AAV-GFP (black bars) or AAV-Cre (striped bars) injected mice (n=4).

### Characterization of Gata4 excised adult livers

We evaluated the effects of deleting *Gata4* in hepatocytes on general mouse liver function. All AAV-Cre injected *Gata4 fl/fl* mice were viable and did not differ in weight from AAV-GFP injected mice (Figure S5A). We next examined serum markers indicative of liver function in mice with or without *Gata4* excision. Both albumin and urea are produced in the liver; hence their levels are indicative of the liver’s synthetic ability [57]. Levels of albumin and blood urea nitrogen (BUN), a byproduct of urea, were within normal range and did not differ between *Gata4* deleted and control hepatocytes (Figure S5B). Cholesterol and triglyceride levels also did not differ significantly between these groups of mice (Figure S5C). Alanine aminotransferase (ALT) and aspartate aminotransferase (AST), markers of liver injury, and alkaline phosphatase and total bilirubin, markers of hepatobiliary disease [58], were similar between control and *Gata4* excised mice (Figures S5D,E). Finally, we examined hematoxylin & eosin (H&E) stained liver sections for possible perturbations of the liver architecture in *Gata4* deficient hepatocytes. Livers from both groups of mice displayed normal tissue architecture, with intact central veins and portal tracts and no evidence of inflammation or fibrosis (Figure S5F-I). Thus, gross liver function as measured by serum markers and histology was not perturbed by deletion of GATA4 from hepatocytes.

Transcription factors can be largely dispensable under homeostatic conditions but might be required during tissue stress, such as that occurring following partial hepatectomy. However, tissue regeneration is not meant to recapitulate embryonic liver development, as distinct signaling pathways are required [59]. To address whether a requirement for GATA4 might be manifest under regenerative stress, we performed partial hepatectomies on *Gata4* excised and control mice. Liver weight at three days post-hepatectomy was used as measure of regrowth [59]. There was no significant difference in weights between *Gata4* excised and control groups (Figure S6), suggesting that liver regeneration does not require GATA4 expression. 

### Altered GATA4 target gene expression in Gata4 depleted hepatocytes

Since mice with *Gata4* deficient hepatocytes lacked gross phenotypic liver changes, we examined the effects of *Gata4* deletion on a transcriptional level. Hepatocytes were purified from both AAV-Cre and AAV-GFP injected *Gata4 fl/fl* mice. Depletion of endothelial and macrophage expressed genes confirmed purity of cell preparations (Figure S7). All cells or purified hepatocytes from both *Gata4* excised and control mice were examined by RT-qPCR for the expression of HNF4α, factor X, and albumin, which are normally hepatocyte-expressed genes (Figure 5E). None of these genes displayed altered expression levels upon *Gata4* excision. This was surprising since the factor X and HNF4α genes are both strongly bound by GATA4 at their promoters (Figure 5C and 5D) and factor X is a previously reported GATA4 target [30]. It is possible that GATA6 might occupy these genes and compensate for the loss of GATA4 but the lack of ChIP grade antibodies prevented us from performing anti-GATA6 ChIP experiments.

To identify on a global scale genes dependent on GATA4 in adult hepatocytes, we isolated mRNA from *Gata4* deleted and control hepatocytes obtained from mice two weeks after AAV injection. Transcripts were profiled using Illumina BeadChip microarrays. Significance of microarray (SAM) analysis identified 716 genes with a false discovery rate (FDR) less than 25%, without using fold-change cutoffs. Of these genes, 71 were upregulated and 32 were downregulated by at least 1.5 fold (Figure 6A). Initially, this finding was surprising because GATA factors are known to both activate and repress similar numbers of genes [50,60,61]. However, this imbalance was not observed when using either a more stringent FDR threshold of 20%, which yielded 13 upregulated and 14 downregulated genes or a more relaxed FDR threshold of 26%, revealing 80 upregulated and 111 downregulated genes, with both sets having at least a 1.5 fold change cut-off (Figure 6B). This highlights the importance of using multiple thresholds when assessing changes in gene expression patterns. Importantly, as shown below, the validation rate is very high even under these relaxed FDR thresholds. 

**Figure 6:**
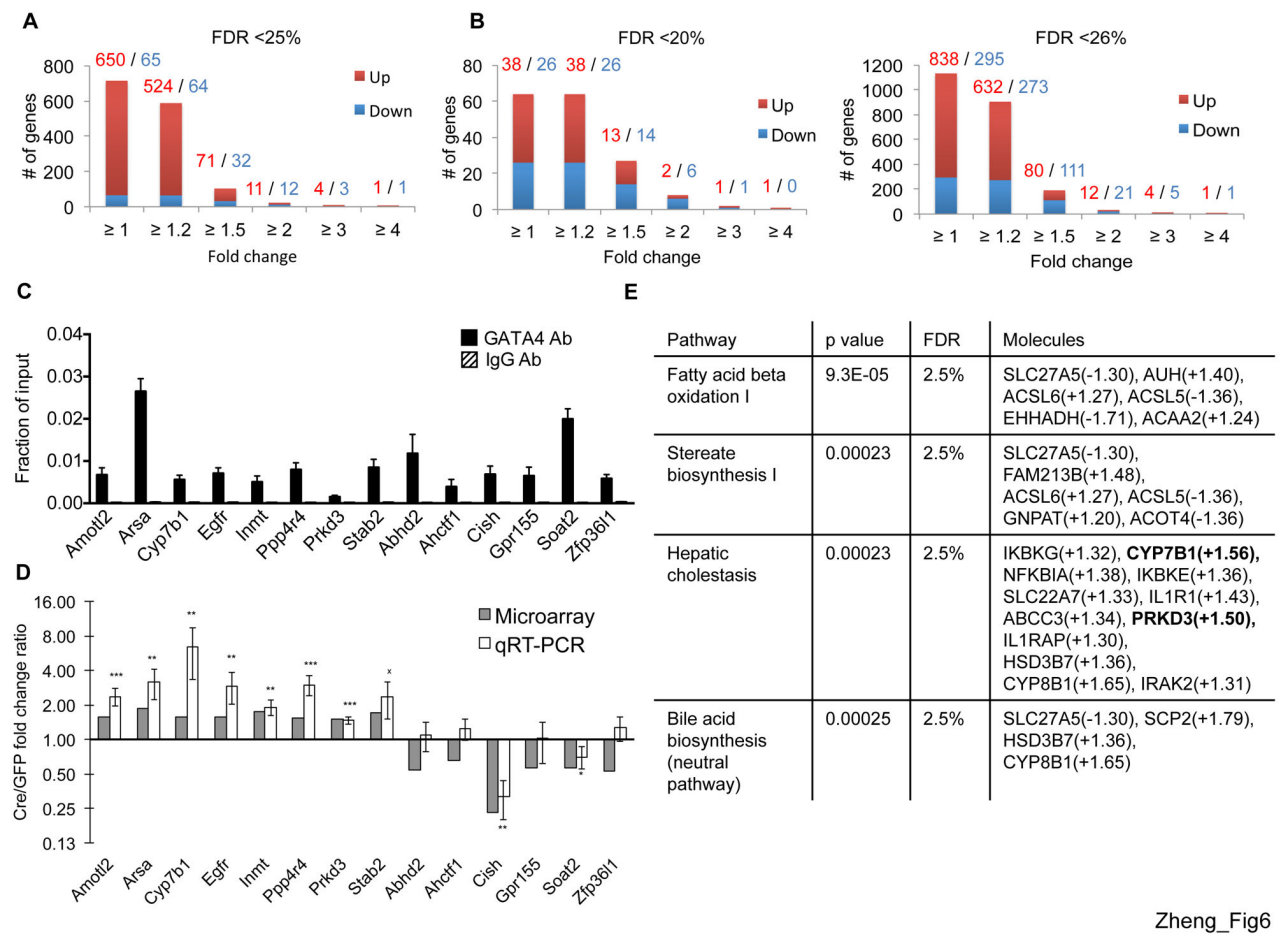
Transcriptomes of GATA4 excised and control hepatocytes. Number of differentially expressed genes at different fold change cutoffs with false discovery rate (FDR) threshold < 25% (A), <20% (B, left) and <26% (B, right). Red or blue numbers indicate upregulated and downregulated genes, respectively. (C) ChIP-qPCR shows GATA4 occupancy at differentially expressed genes. (D) Relative mRNA levels of differentially expressed genes. n=4, ***p<0.01, ** p<0.05, *p<0.07 by paired T test comparing fold change between AAV-Cre and AAV-GFP injected mice. (E) Ingenuity Pathway Analysis (IPA) shows enriched pathways of differentially expressed genes with FDR <25% and fold change >1.2. Note FDR and p-value on top row refer to values for specific pathways as determined by IPA. Bolded genes have at least one GATA4 OS within 5 kb upstream or downstream.

To determine if differentially expressed genes were direct GATA4 targets, we intersected the 4409 liver GATA4 ChIP-seq OS with the genes differentially expressed by at least 1.5 fold, with FDR less than or equal to 25%. 

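The up-regulated genes of Table S4 and the down-regulated genes of Table S5 were looked up in the annotation, and common OS were counted in a window of 5 kb on either side. Both tables list only genes for which the paper found an OS within 10 kb, so their shares are not binding rates. Of the 19 genes in Table S4, 18 were found by name, and 15 of them had a common OS. Fitm1, Nr1d1 and Slc45a3 had none at this distance. All 13 genes of Table S5 were found, and 11 had an OS, the exceptions being Atf4 and Rnd2. Every site of Table S4 (22 of 22) overlapped a common OS, as did 15 of 16 in Table S5. OS of up-regulated genes had a mean position of 1981.4 ± 1473.0 (SD, n = 22 sites) in the SPP list and those of down-regulated genes 2301.0 ± 1299.7 (SD, n = 15 sites), a difference within the spread between sites (permutation test, p = 0.5). WGATAR was present in 19 of the 22 (86.4%) and in 14 of the 15 (93.3%). Among them, the OS of Arsa was number 21 of the common list (chromosome 15, 89306646 to 89306965), and that of Cyp7b1, in its intron 1, was number 2225 (chromosome 3, 18109650 to 18109969). The OS of Egfr, also in intron 1, was number 2399 (chromosome 11, 16700703 to 16700827). Requiring identical start and end coordinates changed the site counts most, to 0 in both tables, since 17 sites of Table S4 and 14 of Table S5 are 500-bp windows around the midpoint of an OS. The expression values behind the gene lists are not in the files analysed here.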

Fifteen out of 71 up-regulated and 11 out of 32 down-regulated genes are bound by GATA4 in a window that is -5 kb upstream of the TSS and +5 kb downstream of the TTS. 

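Within 10 kb, the distance by which the tables had been made, 18 genes of Table S4 and 13 of Table S5 had a common OS. These were all the genes of both tables that the annotation names, since the symbol that Table S4 writes as ccml2 is not in it. The site listed for it (chromosome 2) overlapped common OS number 3789, from 152906959 to 152907278, in the 3' UTR in exon 9 of a gene annotated as BC020535. Sites of both tables together had a mean position of 2111.0 ± 1395.7 (SD, n = 37 sites) in the SPP list, against 2277.5 ± 1354.1 (SD, n = 4372 sites) for all other common OS, and the groups were not separable (permutation test, p = 0.46). The largest change to that comparison came with the sites of Table S6 in place of Tables S4 and S5 (difference -417.3, permutation p = 0.099).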

When the window is extended to 10 kb from the TSS and TTS, 19 up-regulated and 13 down-regulated genes are bound by GATA4 (Tables S4 and S5). Since GATA factors can function over distances greater than 10 kb, it is certainly possible that a higher number of direct GATA4 regulated genes would emerge if larger distances were considered. ChIP-qPCR confirmed GATA4 occupancy at 14/14 of examined genes within a 5 kb from TSS and TTS window (Figure 6C). Eight out of 14 differentially expressed genes, *Amotl2*, *Arsa*, *Cyp7b1*, *Egfr*, *Inmt*, *Pppr4r4*, *Prkd3*, and *Cish*, showed statistically significant changes (p<0.05) that were validated by RT-qPCR (Figure 6D). Two additional genes, *Stab2* and *Soat2*, showed the same trend of differential expression in RT-qPCR as in the microarray, although they did not meet the significance level. We then performed ingenuity pathway analysis (IPA) of all microarray genes with an FDR <25% or an FDR <26% and either fold change >1 or >1.2. We used these relaxed FDR and fold-change thresholds because IPA analysis requires a larger number of genes in order to organize pathways that are statistically significant. The four pathways common to all these analyses include fatty acid beta oxidation, stereate biosynthesis I, hepatic cholestasis, and bile acid biosynthesis (Figure 6E), all of which describe liver-specific functions. Together, these data show that a small number of GATA4 targets were dysregulated in GATA4 depleted hepatocytes and have liver-specific functions.

### Characterization of double Gata4 and Gata6 excised adult livers

 Since the mild phenotype observed in *Gata4* excised mice could be due to compensation by GATA6, we additionally excised *Gata6* from hepatocytes of adult mice. GATA4 and GATA6 mRNAs were depleted 2 weeks after excision (Figure 7A). FOG1 mRNA was reduced by two fold in *Gata4,6* double excised hepatocytes (Figure 7A) which is slightly greater than that seen in *Gata4* depleted hepatocytes, suggesting that GATA6 plays a role at activating FOG1. GATA4 protein was depleted and FOG1 protein was reduced in the *Gata4,6* double excised all cells and hepatocytes (Figure 7B). Importantly, GATA4 no longer occupied examined target genes in the *Gata4,6* double excised all cells and hepatocytes confirming virtual completeness of *Gata4* excision (Figure 7C).

**Figure 7:**
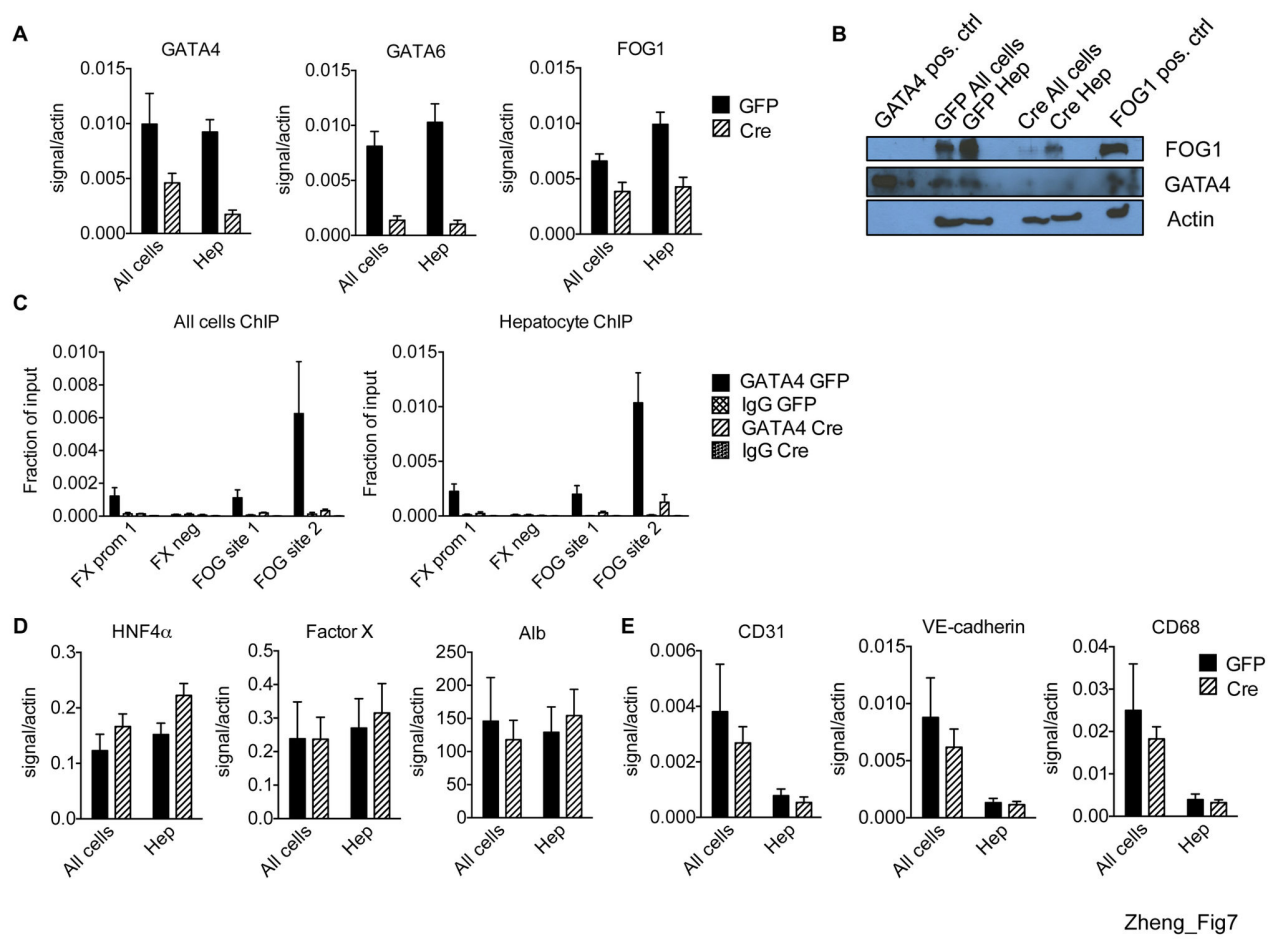
GATA4,6 double excision in hepatocytes. (A) mRNA levels of GATA4, GATA6, and FOG1 in all liver cells (all cells) or hepatocytes (hep) of AAV-GFP (black bars) and AAV-Cre (striped bars) injected mice (n=6). (B) Western blot for GATA4 and FOG1 proteins. Heart and mature erythroid cells served as positive controls (pos. ctrl) for GATA4 and FOG1, respectively. (C) GATA4 ChIP-qPCR in all cells or hep at factor X (FX) promoter (prom 1) and negative control region (neg) and FOG sites (n=2-4). mRNA levels of HNF4α, factor X, and albumin (D) and CD31, VE-cadherin, CD68 (E) in all cells or hep of AAV-GFP (black bars) or AAV-Cre (striped bars) injected mice (n=6).

 We next examined the phenotype of these mice. Excision of both *Gata4* and *Gata6* did not significantly affect body weight (Figure S8A). We measured the levels of the same serum markers that we had looked at previously for the *Gata4* single excision. Levels of serum BUN and albumin (Figure S8B), triglycerides and cholesterol (Figure S8C), ALT and AST (Figure S8D), and alkaline phosphatase and total bilirubin (Figure S8E) are not significantly different between *Gata4,6* double excised and control mice. H&E staining of liver sections from both groups of mice showed normal architecture, intact central veins and portal tracts, and no evidence of inflammation or fibrosis (Figure S8F-I). 

 We next examined the expression of hepatocyte-specific genes strongly occupied by GATA4 and possibly also by GATA6 in purified hepatocytes. Endothelial and macrophage genes were depleted in both control and excised hepatocytes, indicating proper enrichment of the hepatocyte fraction (Figure 7E). Unexpectedly, expression of none of these genes (HNF4α, factor X, and albumin) were changed in the doubly excised all cells populations or purified hepatocytes (Figure 7D). Other well characterized genes regulated by hepatocyte transcription factors include those of the serpin gene cluster [62]. Although GATA4 clearly occupied some of them, none change in expression following depletion of *Gata4* and *Gata6* (data not shown).

To extend our gene expression analyses to a global scale, we examined the transcriptome of *Gata4,6* double excised hepatocytes and control hepatocytes (n=6) using Illumina BeadChip. SAM analysis identified 137 genes that met an FDR threshold of less than 25%, without any fold change cutoffs. At FDR<25% with a fold change greater than 1.5, there are 3 upregulated and 48 downregulated genes (Figure 8A). At a more relaxed threshold, FDR<30% with a fold change greater than 1.5, there are 5 upregulated and 51 downregulated genes. Hence, the number of downregulated exceed that of upregulated genes at all examined FDR thresholds and multiple fold change cut-offs (Figure 8A-C). This suggests that the majority of differentially expressed genes are potentially activated by GATA4 and/or GATA6. At first glance this is distinct from the more even distribution of upregulated and downregulated genes *Gata4* excised hepatocytes (Figure 6 and see discussion above). In addition, the total number of genes with FDR<25% and fold change>1.5 is almost two fold higher in *Gata4* excised than double *Gata4,6* excised hepatocytes. Unless GATA4 and GATA6 exert antagonistic functions on hepatic gene expression, it is hard to imagine that the combined GATA factor excision should produce less pronounced effects than single factor excision. Most likely, this apparent discrepancy is rooted in variation among the samples that were derived from outbred mice. Since the changes in gene expression levels are small in all samples and low fold-change thresholds were applied, small variations lead to an overrepresentation of differentially expressed genes. We next intersected the genes with FDR<30% and fold change >1.5 with the GATA4 ChIP-seq dataset. One upregulated and 22 downregulated genes had at least one GATA4 OS within 10 kb of the TSS and TTS (Table S6). 

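All 31 entries of Table S6 have the start and end of a common OS, and they name 29 different OS. The 1 up-regulated gene, Tspan7, had an OS in its intron 1 (chromosome X, 10079897 to 10080031, number 2953 of the common list). Of the 22 down-regulated genes, 22 had a common OS within 10 kb and 18 within 5 kb. Table S6 lists only genes with an OS within 10 kb, so the former count was largely fixed in advance. WGATAR was found in 27 of the 29 OS (93.1%), against 82.8% of the other 4380. Their mean position in the SPP list was 1861.6 ± 1428.2 (SD, n = 29 sites), and 2278.9 ± 1353.6 (SD, n = 4380 sites) for the others, which the permutation test did not separate (p = 0.099). Soat2 has 2 OS near its TSS on chromosome 15 (101980957, plus strand). OS number 118 (101980078 to 101980302) has its midpoint 767 bp upstream of the TSS and holds CTATCA in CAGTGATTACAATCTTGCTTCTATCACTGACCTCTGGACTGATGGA. OS number 2267 (101980854 to 101980963) spans the TSS, with its midpoint 48 bp upstream, and holds AGATAA in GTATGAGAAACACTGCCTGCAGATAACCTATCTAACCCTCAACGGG. Counting OS of the SPP or the MACS2 list left all 31 entries covered.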

A subset of these genes was validated by ChIP-qPCR (Figure 8C) and RT-qPCR (Figure 8D). Although all genes were occupied by GATA4, only approximately half of these displayed statistically significant changes in expression, including *Tspan7*, *Soat2*, *Ces1g*, *Cd82*, *Cyp2c29*, and *Abcg5*. The remaining half trended in the same direction as the microarray data, but a relatively high degree of variation among the samples reduced the statistical significance. We then performed ingenuity pathway analysis (IPA) of all microarray genes with an FDR <25% or an FDR <30% and fold change >1.2. Common ontologies to these analyses include farnesoid X receptor (FXR) and retinoid X receptor (RXR) function and detoxification related processes (Figure 8E). 

**Figure 8:**
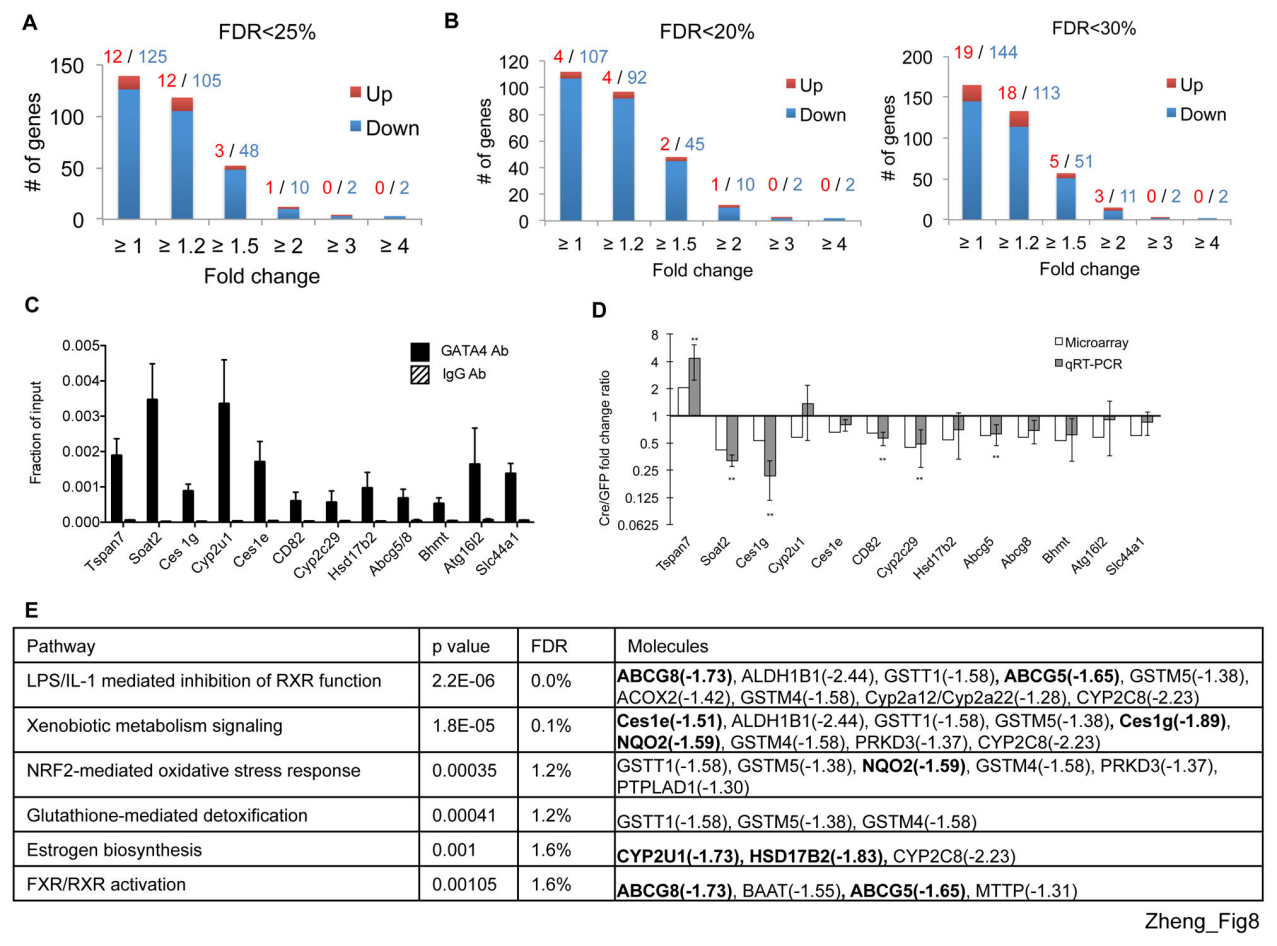
Transcriptomes of GATA4,6 double excised mice. Number of differentially expressed genes at different fold-change cutoffs with false discovery rate (FDR) thresholds < 25% (A), <20% (B, left) and <30% (B, right). Red or blue numbers indicate upregulated or downregulated genes, respectively. (C) ChIP-qPCR shows GATA4 occupancy at differentially expressed genes. (D) Relative mRNA levels of differentially expressed genes. n=4, ** p<0.05 by paired T test comparing fold change between AAV-Cre and AAV-GFP injected mice. (E) Ingenuity Pathway Analysis (IPA) shows enriched pathways of differentially expressed genes with FDR <30% and fold change >1.2. Note FDR and p-value on top row refer to values for specific pathways as determined by IPA. Bolded genes have at least one GATA4 OS within 10 kb upstream or downstream. FXR = farnesoid X receptor, RXR = retinoid X receptor.

In summary, GATA4 and GATA6 are both expressed in hepatocytes and GATA4 can bind thousands of liver specific target genes. Yet, surprisingly, excision of *Gata4* alone or together with *Gata6* from hepatocytes led to minimal phenotypes. We are not aware of other cases in which the only two members of a transcription factor family expressed in a given tissue are both largely dispensable for function. This points to an unusually stable transcription program that is resistant to the perturbation of two transcription factors that in the context of other tissues and genes are potent activators of transcription. 

## Discussion

Here we investigated the role of GATA4 in adult livers by examining its expression pattern, genome-wide distribution, and function after hepatocyte-specific conditional deletion. GATA4 mRNA and protein are clearly detected in adult liver hepatocytes. ChIP followed by deep sequencing revealed that GATA4 occupies genes associated with liver specific functions. Hepatocyte specific conditional excision of *Gata4* led to complete loss of occupancy from its target genes, validating the specificity of the ChIP studies and pointing to the existence of a hepatocyte-specific gene expression program governed by GATA4. Although livers bearing GATA4 deficient hepatocytes appeared grossly and histologically normal, transcriptome analysis comparing wild type and excised hepatocytes combined with ChIP-seq data sets identified a small number of direct GATA4 target genes with liver specific functions. Surprisingly, additional deletion of *Gata6*, which was deemed capable of compensating for loss of *Gata4*, did not exacerbate the mild phenotype. Together, these results show that although GATA4 regulates liver specific transcription in adult hepatocytes, it is not essential for adult liver function.

Our observation that GATA4 is expressed in hepatocytes of the adult liver contrasts with IHC based reports that GATA4 is exclusively expressed in adult non-parenchymal cells, in particular endothelial cells and cholangiocytes [19-21,26]. Differences in methods measuring GATA4 expression as well as the low expression levels in hepatocytes might account for this discrepancy. Indeed, our own anti-GATA4 IHC studies of adult livers detected GATA4 predominantly in endothelial cells while the signal in hepatocytes was difficult to discern from background (not shown). Given the limitations in sensitivity of available GATA4 antibodies as well as the semi-quantitative nature of IHC, we took the approach of purifying hepatocytes and performing RT-qPCR and western blotting to measure GATA4 expression in these cells. Based on these experiments we estimate the amount of GATA4 in purified hepatocytes to be approximately half of that in all cells. Because hepatocytes account for ~70% of liver cells, less abundant cell types such as cholangiocytes and endothelial cells express substantially more GATA4 per cell than hepatocytes, thus explaining the observations with IHC.

To confirm and extend the expression studies and to identify the genomic locations of GATA4 we performed ChIP and ChIP-seq, which produced a robust set of 4409 GATA4 OS corresponding to 3075 genes. We chose whole livers for ChIP seq analysis because of the relative ease in obtaining sufficient quantities of tissue. The GATA4 occupancy pattern clearly favored hepatocyte-specific genes (see below). Nevertheless, it remained possible that this occupancy pattern was produced by GATA4 in non-hepatocytes. To address whether the GATA4 OS reflect a bone fide hepatocytic occupancy profile, and to establish that the anti-GATA4 antibodies are specific, we performed ChIP-qPCR in all cells and hepatocytes following hepatocyte specific GATA4 excision. In both samples, GATA4 was depleted from all targets examined, validating that GATA4 occupies its targets in a hepatocyte specific manner. 

Comparison of GATA4 OS data sets with those obtained from the heart [48] revealed that the majority of GATA4 OS are specific to the liver with only 20% overlapping with heart GATA4 OS. Notably, the liver selective GATA4 OS are bound to genes that have liver specific ontologies, including metabolism of lipids and lipoproteins, phase-1 functionalization of compounds, and glycolysis/gluconeogenesis, which are prominent hepatocyte specific functions [18]. Taken together, GATA4 is not only expressed in hepatocytes but also directly occupies hepatocyte-specific genes in these cells. 

To examine the function of GATA4 in the adult liver, we excised it specifically in hepatocytes using cre recombinase driven by a hepatocyte specific promoter in a viral vector with hepatocyte tropism. Mice lacking *Gata4* have outwardly normal livers with ostensibly normal histology, and exhibit levels of serum proteins similar to control mice. Nevertheless, using gene profiling we detected subtle changes in gene expression upon hepatocyte *Gata4* deletion, with 103 genes differentially expressed by at least 1.5 fold at an FDR threshold less than 25%. However, the number of differentially expressed genes after *Gata4* excision was only a small fraction of the total number of genes occupied by GATA4. This has also been observed in a cardiomyocyte cell line in which *Gata4* depletion affected only a small portion of GATA4 occupied genes [48]. Depending on whether a 5 kb or 10 kb window from the TSS or TTS is set, approximately 25-30% of differentially expressed genes are bound by liver GATA4. Again, this has been seen with GATA1, where only 16% of genes differentially expressed following GATA1 activation are directly bound by GATA1 [60]. It is possible that we are underestimating the true number of targets if GATA4 regulates some genes from more distal sites. For example, GATA1 has been shown to regulate target genes from distant genomic sites, such as the beta globin locus in erythroid cells [40]. Of course, there are likely secondary effects on gene expression resulting from the loss of GATA4. 

A possible reason for the mild hepatic phenotype in the absence of GATA4 is potential redundancy with GATA6. In the mouse pancreas, conditional deletion of either *Gata4* or *Gata6* does not perturb organ formation, whereas double knockout of *Gata4* and *Gata6* leads to pancreatic agenesis and death shortly after birth [63]. In the developing heart heterozygosity of either *Gata4* or *Gata6* deletion is compatible with relatively normal heart development but compound heterozygote animals die in utero due to a spectrum of cardiovascular deficiencies [64].

To address the possibility that GATA6 is compensating for the absence of GATA4, we performed double *Gata4* and *Gata6* excision in hepatocytes. Surprisingly, despite depletion of both GATA4 and GATA6 mRNAs and GATA4 protein and target gene occupancy, we detected no difference in weight or serum protein levels in these mice. Although there were some variations between *Gata4* and *Gata4,6* depleted cells, it is fair to conclude that the additional loss of *Gata6* did not augment gene expression changes found in the single *Gata4* knockout.

One interesting finding from the transcriptome of the *Gata4,6* excised hepatocytes is that there are disproportionately more downregulated than upregulated genes, which held true at all FDR thresholds examined with fold change >1.5 or 2 fold. Interestingly, shRNA knockdown of GATA4 in a cardiac cell line yielded a similar pattern of disproportionate number of downregulated genes (approximately 3 fold more than upregulated), indicating a more prominent role of GATA4 at activating genes [48]. 

Although GATA4 has previously been shown to activate certain liver-related genes in hepatoma cell lines [30-33], our transcriptome and ChIP-sequencing analyses suggest that GATA4 also functions as a repressor at a small number of genes, which is not surprising in light of other GATA factors capable of activating and repressing gene transcription [16,50,61]. GATA4 repressed genes also have liver specific functions, such as *Cyp7b1*, an enzyme in the alternative pathway of bile acid synthesis [65] and epidermal growth factor receptor (Egfr), involved in both proliferation and apoptosis in liver cell types, depending on context of ligand binding and coupling to additional receptors [66]. GATA4 repression of genes involved in liver function might serve to balance differentiation with proliferation. Genes expressed in immature hepatocytes might be turned off as late maturation genes are activated.

GATA4 also activates genes that play roles in the liver, including sterol-O-acyltransferase 2 (*Soat2*), encoding an enzyme which mediates esterification of cholesterol [67], and cytokine inducible SH2-containing protein (*Cish*), involved in the negative regulation of signal transducer and activator of transcription (STAT) signaling which regulates a wide variety of metabolic and inflammatory functions in the liver [68].

GATA4 and GATA6, together with HNF4α, have been shown in HepG2 cell lines to activate the ATP-binding cassette sterol transporters, *Abcg5* and *Abcg8*, which are oppositely oriented genes in close proximity to each other [69]. 

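A single common OS lay at the start of Abcg5, on chromosome 17 from 85082226 to 85082510, at position 87 of the common list and number 137 of the MACS2 list. Its midpoint was 17 bp upstream of the Abcg5 TSS (Abcg5 spans 85057574 to 85082351 on the minus strand). In GENCODE M1, a transcript of Abcg8 (85075642 to 85099673, plus strand) starts further upstream, so that the OS falls in intron 1 of Abcg8 in this annotation. It contained 3 WGATAR sequences, including TTATCT at 85082368 to 85082373 in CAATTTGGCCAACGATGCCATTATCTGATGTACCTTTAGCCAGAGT. The amplicon of the paper's Abcg5/8 primer pair, from 85082412 to 85082462, was inside the OS. No other common OS was present within 50 kb of Abcg5. As the lists join both replicates, this site has no replicate error.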

ChIP-seq and ChIP-qPCR identified GATA4 occupancy at an intergenic region between these two genes. In addition, both were downregulated in double *Gata4,6* excised hepatocytes, consistent with a role for direct activation by GATA4 and/or GATA6 *in vivo* in the liver. Murine knockout studies of *Abcg5* and *Abcg8* have shown that they function to excrete cholesterol into the bile, which is important for homeostasis of cholesterol and plant sterols[70]. Furthermore, a recent study found that the liver X receptor also binds to the intergenic region between these genes and cooperates with GATA factors and HNF4α to activate these genes [71]. It is possible that in the adult liver GATA4 modulates regulatory pathways that are dynamically controlled under varying metabolic conditions. For example, cholesterol and bile acid metabolism are intricately controlled by the often opposing actions of nuclear receptors farnesoid X receptor and liver X receptor [72]. GATA4 may be another transcription factor that adds to the regulation of these liver functions. A contribution by GATA4 and/or GATA6 to metabolism might be revealed under high fat diet or dietary restriction of mice. 

A likely possibility is that while GATA4 serves an essential function in early development [19], its requirement might be less stringent in the adult liver. Other hepatic transcription factors such as HNF4α, HNF1α, HNF1β, HNF3β/Foxa2, and HNF6 form an increasingly robust cross-regulatory network during development from the embryonic to adult liver [73]. Deletion of *Hnf4α* in fetal livers affects the expression of other factors in the network to a greater degree than when it is depleted in adult liver, indicating that an already established network in mature livers can withstand the loss of individual factors without severe perturbation [73]. Embryonic livers with *Hnf4α* conditional deletion display severe loss of cell contacts between hepatocytes as well as defects in glucose metabolism [74] while mice lacking adult liver HNF4α display a much less severe phenotype, with reduced triglyceride and cholesterol levels and decreased expression of lipid metabolism and transport genes [75]. Another example is the role of HNF3β/FOXA2 in liver development. Lack of HNF3β/FOXA2 leads to reduced expression of critical liver regulators, including HNF3α, HNF1α and HNF4α, and decreased apolipoprotein and albumin expression in an in vitro differentiation assay for the earliest stages of liver development [76]. However, conditional *Hnf3β/Foxa2* deletion in late fetal development has minimal impact on adult liver morphology or gene expression suggesting that other factors can compensate for its loss [77]. Hence, adult liver transcription programs seem less sensitive to perturbations that those controlling early liver development.

It appears that in the homeostatic adult liver, both GATA4 and GATA6 are relatively dispensable for normal function. However, GATA4 and GATA6 function might only revealed during stress. For example, deletion of transcription factor forkhead box o3 (*Foxo3*) only mildly affects erythroid cell function, but strongly exacerbates anemia and hemolysis to the point of lethality upon oxidative stress [78]. Mice lacking the liver expressed nuclear orphan receptor pregnane X receptor (Pxr) display normal viability and normal serum protein and lipid levels. However, upon exposure to toxic bile acid, *Pxr* knockout mice develop more severe liver damage than wild type controls [79]. To examine whether a requirement for GATA4 is exposed under stress to the liver, we carried out partial hepatectomies in mice with hepatocyte specific *Gata4* depletion and found little difference in their regenerative potential when compared to controls. It will be important to examine whether *Gata4,6* doubly excised mice display defects when challenged with partial hepatectomy.

Preliminary observations show that mice with a mutation that disrupts the FOG1 and NuRD interaction exhibit a statistically significantly increased incidence of HCC compared to controls when aged beyond one to one and a half years. This finding implicates GATA4 and/or GATA6 as a potential tumor suppressor, since FOG1, unable to bind DNA, functions exclusively through GATA factors [1]. Exposure to hepatic carcinogens accelerated HCC formation in all animals but did not produce the same predilection for mutant mice that was observed in untreated mutant animals (not shown). Therefore, although tantalizing, a role of the GATA4/FOG1/NuRD axis as potential tumor suppressor remains unresolved at the present time requiring increased cohorts of aged animals. Additionally, it will be interesting to assess whether *Gata4* deleted mice develop HCC at an increased rate upon aging.

In conclusion, GATA4 is expressed in hepatocytes where it occupies a large set of liver specific genes and contributes to the expression of a subset of these genes. The mild consequences of *Gata4* and *Gata6* deletion on transcription and liver function suggest the existence of a robust network of regulatory factors with high compensatory potential in adult hepatocytes.

## Supporting Information

Figure S1 **Liver tumors in aged Fog1 knock-in mice.** (A) Table showing the fraction and frequency of wild type (WT), Fog1 heterozygous (ki/+) and Fog1 homozygous (ki/ki) mice with macroscopic liver tumors, *p<0.05 by Fisher’s exact test. (B) Image of livers from WT and *Fog1* *ki/ki* mice. Note the multifocal tumors present in the ki/ki liver. (C) H&E staining of a *Fog1* *ki/ki* tumor section at 20X magnification identifies it as hepatocellular carcinoma. Tumor cells contain nuclear polymorphisms with hyperchromasia and chromatin clumping (a), prominent nucleoli (b), and mitotic Figures (c). Scale bar represents 100 μm.
(TIF) Click here for additional data file.

Figure S2 **Validation of GATA4 OS.** (A) ChIP-qPCR of GATA4 OS with a range of IDR significance levels. (B) Genome browser screenshot showing prominent GATA4 ChIP-seq peak at factor X promoter (denoted by red bar). Factor X gene is marked with blue box. Y axis shows read counts for GATA4 ChIP-seq (upper track) and input DNA (lower track).
(TIF) Click here for additional data file.

Figure S3 **Patterns of GATA4 occupied sites.** (A) Distribution of GATA4 occupied sites among gene elements with extended window, including 10 kb upstream of TSS to end of first exon (proximal promoter) and last exon to 10 kb downstream of TTS (see Figure 3 for legend of other elements). (B) Distribution of GATA4 occupied sites in regular 5 kb window (as shown in Figure 3) of unique to heart ChIP-seq dataset, excluding heart/liver common occupied sites. Intersection of combined H3K4me1 and H3K27ac occupied sites (enhancer marks) and intergenic GATA4 occupied sites outside of 5 kb (C) or 10 kb (D) windows.
(TIF) Click here for additional data file.

Figure S4 **Non-canonical GATA motifs.** Fraction and percentage of peaks containing non-canonical GATA motifs WGATA or (A/T)GATA and GATAR or GATA(A/G) as identified by MEME motif analysis.
(TIF) Click here for additional data file.

Figure S5 **Phenotype of mice with hepatocyte-specific deletion of *Gata4*.** (A) Fractional total body weight changes at one and two weeks after injection with AAV-GFP (circle) and AAV-Cre (triangle) (n=5-12). (B) Serum blood urea nitrogen (BUN) and albumin, (C) cholesterol and triglycerides, (D) alanine aminotransferase (ALT) and aspartate aminotransferase (AST), (E) alkaline phosphatase (alk phos) and total bilirubin in AAV-GFP and AAV-Cre injected mice (n=3-4). Reference ranges: BUN 18-29 mg/dL, albumin 2.5-4.8 g/dL, cholesterol 36-96 mg/dL, triglycerides 55-144 mg/dL, ALT 28-132 U/L, AST 59-347 U/L, alkaline phosphatase 52-209 U/L, total bilirubin 0.1-0.9 mg/dL. Hematoxylin and eosin (H&E) staining of liver section from AAV-GFP injected mice at 10X (F) and 20X (G) magnification and AAV-Cre injected mice at 10X (H) and 20X (I) magnification show intact tissue architecture, no fibrosis and no inflammation. Arrows point to central veins and arrowheads indicate portal tracts. Scale bars represent 100 μm.
(TIF) Click here for additional data file.

Figure S6 **Liver weights after partial hepatectomy.** The liver weight to body weight ratio in *Gata4* *fl/fl* mice injected with AAV-Cre or AAV-GFP at 3 days after partial hepatectomy (phx) or sham surgery (sham).
(TIF) Click here for additional data file.

Figure S7 **Enrichment of hepatocytes following purification from AAV-Cre and AAV-GFP injected *Gata4fl/fl* mice.** Relative mRNA levels as measured by RT-qPCR of endothelial cell markers CD31 and VE-cadherin, and Kupffer cell marker CD68 from all liver cells (all cells) or hepatocytes (hep) (n=5-7) of AAV-GFP (black bar) and AAV-Cre (striped bar) injected mice. Student’s unpaired t test was not significant when comparing all liver cells or hepatocytes from AAV-GFP and AAV-Cre injected mice.
(TIF) Click here for additional data file.

Figure S8 **Phenotype of mice with hepatocyte specific deletion of *Gata4* and *Gata6*.** A) Fractional total body weight changes at one or two weeks after injection with AAV-GFP (circle) and AAV-Cre (triangle) (n=6-9). Student’s unpaired t test was not significant comparing weights for two groups. (B) Serum blood urea nitrogen (BUN) and albumin, (C) cholesterol and triglycerides, (D) alanine aminotransferase (ALT) and aspartate aminotransferase (AST), (E) alkaline phosphatase (alk phos) and total bilirubin in AAV-GFP and AAV-Cre injected mice (n=2). Student’s unpaired t test was not significant comparing any of the serum values between two groups. Reference ranges: BUN 18-29 mg/dL, albumin 2.5-4.8 g/dL, cholesterol 36-96 mg/dL, triglycerides 55-144 mg/dL, ALT 28-132 U/L, AST 59-347 U/L, alkaline phosphatase 52-209 U/L, total bilirubin 0.1-0.9 mg/dL. Note that albumin in Cre samples in panel B and total bilirubin in panel E have no error bars because the values were the same for both replicates. Hematoxylin and eosin (H&E) staining of liver section from AAV-GFP injected mice at 10X (F) and 20X (G) magnification and AAV-Cre injected mice at 10X (H) and 20X (I) magnification show intact tissue architecture, no fibrosis, and no inflammation. Arrows point to central veins and arrowheads indicate portal tracts. Scale bars represent 100 μm.
(TIF) Click here for additional data file.

Table S1 **Genotyping primer sequences.** Sequences for forward and reverse genotyping primers for each mouse strain.
(PDF) Click here for additional data file.

Table S2 **RT-qPCR primer sequences.** Sequences for forward and reverse RT-qPCR primers.
(PDF) Click here for additional data file.

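These primers measure how much of a chosen stretch of DNA is present in a ChIP sample by quantitative PCR. Table S3 lists 54 pairs, of which 41 had a single exact product in mm9 and 13 had none. Of 24 pairs for differentially expressed genes, 22 could be placed; 21 of these amplicons overlapped a common OS, at positions 21 to 4109 of the common list, and all 22 overlapped a MACS2 peak. The exception was the Cyp2c29 pair (chromosome 19, 39360383 to 39360433), which lies beside common OS number 2506 (39360279 to 39360369).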

Table S3 **ChIP primer sequences.** Sequences for forward and reverse ChIP-qPCR primers.
(PDF) Click here for additional data file.

Table S4 **Genes up-regulated upon *Gata4* excision that contain at least one GATA4 OS.** “Start” and “end” denote genomic coordinates of GATA4 OS. (chr=chromosome, plus sign (+) represents upregulated). Note that some genes have more than one GATA4 OS.
(PDF) Click here for additional data file.

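Each row of Table S4 pairs a gene whose transcript rose after Gata4 excision with a GATA4 OS near it and a fold change from the microarrays. Of the 22 sites, 17 are 500 bp wide and centred on the midpoint of a common OS. The other 5 end where a common OS ends and start 1 base later, when both are read as counted from 0, as in the peak lists. Sites of Tsc22d3 and Tspan7 are on chromosome X, which has 30 of the 4409 common OS.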

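Table S5 pairs genes whose transcripts fell after Gata4 excision with nearby GATA4 OS. Of its 16 sites, 14 are 500-bp windows centred on a common OS, and 1 has the end of a common OS and a start 1 base later. The remaining entry, for Rnd2, spans 2968 bp on chromosome 11 from 101329653 to 101332620 and overlaps no peak of the common, SPP or MACS2 list. A group of 3 sites belongs to Abhd2, at common positions 1013 and 1894 in introns 3 and 10 and at position 3824 in the 3' UTR.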

Table S5 **Genes down-regulated upon *Gata4* excision that contain at least one GATA4 OS.** “Start” and “end” denote genomic coordinates of GATA4 OS. (chr=chromosome, negative sign (-) represents downregulated). Note that some genes have more than one GATA4 OS.
(PDF) Click here for additional data file.

Table S6 **Differentially expressed genes upon *Gata4,6* double excision that contain at least one GATA4 OS.** “Start” and “end” denote genomic coordinates of GATA4 OS. (chr=chromosome, positive sign (+) or negative sign (-) represent upregulated or downregulated, respectively). Note that some genes have more than one GATA4 OS.
(PDF) Click here for additional data file.

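Unlike Tables S4 and S5, Table S6 gives the coordinates of the common OS themselves, and all 31 entries have the start and end of one. The site of Slc44a1 (chromosome 4, 53605354 to 53605478) appears in 2 rows, and the site between Abcg5 and Abcg8 is listed once for each gene. Hsd17b2 has 3 OS in the table, at positions 538, 2694 and 4387 of the common list. Fold changes in the table come from the microarrays, which are not in the files analysed here.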

# Supplementary material for: Function of GATA Factors in the Adult Mouse Liver
**Source:** PLoS One. 2013 Dec 18;8(12):e83723. doi: 10.1371/journal.pone.0083723
**Supplement:** Table S1 — Genotyping primer sequences. Sequences for forward and reverse genotyping primers for each mouse strain.

**Genotyping primers****Table S1**

| Primer name | Forward sequence            | Reverse sequence         |
|-------------|-----------------------------|--------------------------|
| FOG1 ki/ki  | CGCGCCGAGTGCCAAGCGCGCCGT    | CCCTATCGCCGCACCATCTCGGAT |
| GATA4 fl/fl | CCCAGTAAAGAAGTCAGCACAAAGGAA | AGACTATTGATCCCGGAGTGAACA |
| GATA6 fl/fl | GTGGTTGTAAGGCGGTTTGT        | ACGCGAGCTCCAGAAAAAGT     |

# Supplementary material for: Function of GATA Factors in the Adult Mouse Liver
**Source:** PLoS One. 2013 Dec 18;8(12):e83723. doi: 10.1371/journal.pone.0083723
**Supplement:** Table S2 — RT-qPCR primer sequences. Sequences for forward and reverse RT-qPCR primers.

**RT-qPCR primers****Table S2**

| Primer name   | Forward sequence         | Reverse sequence          |
|---------------|--------------------------|---------------------------|
| Actin         | ACACCCGCCACCAGTTC        | TACAGCCCGGGGAGCAT         |
| GAPDH         | AGGTTGTCTCCTGCGACTTCA    | CCAGGAAATGAGCTTGACAAA     |
| GATA1         | GCCCAAGAAGCGAATGATTG     | GTGGTCGTTTGACAGTTAGTGCAT  |
| GATA2         | ACCACAAGATGAATGGACAGAA   | GTCGTCTGACAATTTGCACAAC    |
| GATA3         | CTGGAGGAGGAACGCTAATG     | TGCACCTTTTTGCACTTTTTC     |
| GATA4         | CGAGGGTGAGCCTGTATGTAA    | CTGCTGTGCCCATAGTGAGAT     |
| GATA5         | CCGGAGCCTTCGACA          | TCCACAGTTGACGCACT         |
| GATA6         | GACTGTCCTGTGCCAACTGTCA   | TGGAGTTTCATATAGAGCCCGC    |
| FOG1          | CAGCAGCCAACTTCCTCCA      | GCGAGTGCTGTTGAAAGCCT      |
| FOG2          | GAACCTGCAAGCCCATTGTA     | GCTTCTCGTTGCCTCCCAC       |
| HNF4 $\alpha$ | GGCATGAAGAAGGAAGCTGTCCAA | CTTTGCCCGAATGTGCGCCATTGAT |
| Factor X      | TGCTCCCTGGGAAAGGTGTGTTA  | AAATGAGTTTGCCCTCCGAGTCCT  |
| Albumin       | TTTCGCCGAGAAGCACACAAGAGT | AAGGCAATCAGGACTAGGCCTTTG  |
| CD31          | ACCTCCAACGAGAACTTTGTGC   | CAATTTGAATCCGGACAGGATC    |
| VE-cadherin   | AAGATGCTGGCTGAGCTGTACG   | GATCCAGGTTGCAATGAGGTTG    |
| CD68          | GCGCAGAATTCATCTCTTCGAG   | AGCAGGTCAAGGTGAACAGCTG    |
| CK7           | AGGAGATCAACCGACGCAC      | GTCTCGTGAAGGGTCTTGAGG     |
| CK19          | CTCGGATTGAGGAGCTGAAC     | TCACGCTCTGGATCTGTGAC      |
| Ppp4r4        | TGGAGAAGGAGAAGCATCAGA    | GAAATGGGCAAGTTCTTGGA      |
| Stab2         | TTCCCCTCACTCACGAACTT     | TGATGGACAGGTCAGTCAGG      |
| Arsa          | ACGAGATCCATGGGGTCTTT     | CATGACAGGCAGGATCTGAA      |
| Amotl2        | AAGGGCTCGTATCCAGTGAG     | CGTCTCTGCTGCCATGTTT       |
| Cyp7b1        | TCTCTCTGCGGAAAGGAGAT     | AAGCGATCGAACCTAAATTCC     |
| Egfr          | AGGCCATGAACATCACCTGT     | GTTGTTCTCTCCCATGATGC      |
| Inmt          | AGAGCCAGGAGCCTACGACT     | ACATCACACCTCAGGACACG      |
| Prkd3         | TGCGTTTATGTACCCACCAA     | TGACTGAGAGATTTGTCAACACTG  |
| Abhd2         | TGAGGAAGAGAGCTGCATGA     | GAATGGTTAGAAGGCTTTCGTG    |
| Soat2         | GGGTTCTTCTACCCGGTCAT     | GGTCCACATCAGGATGTTCC      |
| Cish          | TGTGCATAGCCAAGACGTTT     | CTCCGGCATCTTCTGTAGGT      |
| Zfp361l1      | CGCCACCATTTTGGACTTG      | CCACTGCCTTCCTGTCCA        |
| Gpr155        | GCCCAGGAAGAAGAGCAGTA     | CACAGGCAGCTGGAGAGATT      |
| Ahctf1        | TGAGCCTTTATTTCTCCTCCT    | GGGGAAACAACAACTGAGAA      |
| Ces1g         | CCTGTTCTTGACTTGATTG      | AACAATTCCTGGGGTCTATCG     |
| Cyp2u1        | AGACGACTTCTGTCCTCATCG    | CTGCATCAGGCTCACGAAC       |
| Ces1e         | CCAAGCTTCTCGTCAGAAATG    | AAAGTTGGCCCAGAATTTCA      |
| CD82          | GTGCTGGTGTGCTGTCATT      | CAGTACTTGGGGACCTTGCT      |
| Cyp2c29       | GTTTGACCCTGGGCACTTT      | GCCCTCTCCAGCACAAATC       |
| Hsd17b2       | CCATGTTCTCAACAATCATCAGA  | TCTTTGGAAAAGTGGTCCAG      |
| Abcg5         | GGCTGCTTATTGGATCTGGA     | GGCCGTAAAACCTATTGACC      |
| Abcg8         | GGGGCTGATGCAGATTCA       | CAGGTCCATGGCACTGAT        |
| Bhmt          | CACCGGCTTCAGAAAAACAT     | CGGAAGCTATTTCGAGATTTC     |
| Atg16l2       | TGCAGTTCTGACTGGACCAA     | TAGGCTGGTCTCCAGTTTCC      |
| Slc44a1       | TGTTCTTGTGTTTTGCCATTG    | CGGCTTCTTTCATTGCTTTC      |

# Supplementary material for: Function of GATA Factors in the Adult Mouse Liver
**Source:** PLoS One. 2013 Dec 18;8(12):e83723. doi: 10.1371/journal.pone.0083723
**Supplement:** Table S3 — ChIP primer sequences. Sequences for forward and reverse ChIP-qPCR primers.

**ChIP-qPCR primers****Table S3**

| Primer name            | Forward sequence           | Reverse sequence               |
|------------------------|----------------------------|--------------------------------|
| Alb enh 1              | CGAGATGGTACTTTGTGTCTCCTGC  | GGCAGAGGACTGTATTGATCAG         |
| Alb enh 2              | CCCTTGAGCATGAGGTGACACTACT  | AAAACCTGGCCAAGGCAAACACGTC<br>C |
| Alb neg 1              | TCCTACTGCAGGGCTCTTGCT      | TGTAGCCTTGGGCTTGTGCT           |
| Alb neg 2              | GGCAAAATGAAGTGGGTAACT      | AGAGCCGGAGACGAAGAGG            |
| FX prom 1              | GGCCCTCTCAGCACTGGTAA       | GAGTACGGTGATGACACTTGGCT        |
| FX prom 2              | GTGTGTTTGTTCAGGTACCCACAG   | TTACCAAGTGCTGAGAGGGCC          |
| FX neg 1               | GCGTCATGGCCTTAGTTTCC       | GTGAGATGGATGCCTGCCTAC          |
| FX neg 2               | TTTCCACAAGACCCAGGAGC       | AGGCAGTTTGTGGCTGGATT           |
| Peak 20,<br>FOG site 2 | GGA CTCTGACCCATGGCTTC      | CTCCCCAATCAGATAAAGGCC          |
| Peak 14                | CAGACACACAGAGAACACGCTG     | GGAGGAAACCGGCTGGAG             |
| Peak 34                | AACTGGTGTCTAGGTCGGGC       | GGGCCTCGGATTTCCTCACT           |
| Peak 37                | CCTTCTGCTATCAACCGGGA       | CTGGCCCCGGCTTTATTT             |
| Peak 38                | TTGCTCAGCCTGTCTAGGGC       | ACCAAGCAGGAAGCTCACAGA          |
| Peak 5                 | GGGTCTCTGATAGATGGCTAGCTT   | AACCCAGGCTTATCTCTAGCCTG        |
| Peak 19,<br>FOG site 1 | TCTGTGCGCCTTTTGTCTG        | GCCTTATCAGCACGGCACAT           |
| Peak 10                | GCTTGGTTTGGAGAGTTGCC       | AGGGTGTTTTGGAGGCTGC            |
| Peak 33                | CAACCTGCCGTCTTGATGTACA     | GCTCCAAAGCTCTGGGCTG            |
| Peak 27                | CATCATGGCCTGTCCGTCT        | GAGAGGCACATCAACCGTTGA          |
| Peak 7                 | AGCTGCCACTCCCTGATTTG       | GCGAGATAAAGCGGGCAAG            |
| Peak 39                | ACTGCCAGCTATTACCGAGACC     | CCTTTAAATGCCTGCAAGCG           |
| Peak 1                 | CATGGGAGTTGCTCTTCTTTGA     | TCACCTCCATGCCTCAGTTTCT         |
| Peak 31                | CTGACGCCAGTGAGTCTGGA       | CCTTGTTCCTCAATTTGCTG           |
| Peak 3                 | GGAAGGAAGACGCTGGAGC        | GCCCTTCCAGAACCCTGTTT           |
| Peak 23                | GGCTGCATCTTCTTTCCAG        | CGTCAGCTCTTCCACCCAGA           |
| Peak 4                 | TTCCCCAGTCGATGATAGAAACA    | GGGAGCCACACCTCTTTGT            |
| Peak 26                | AAGCCACACTGCTCCGCTT        | CGGGAGTTGCAGGTGATTC            |
| Peak 25                | ACTTCGCCTGTGGATAGAGGG      | CACGTGTATGTTCCCCAGCC           |
| HNF4 $\alpha$<br>prom  | CGTATCCACCCACCTTGGG        | CCGCCCCGGTTATCTTATTGA          |
| HNF4 $\alpha$ end      | GCCGGCTAACCTTGAGGATC       | TGAAAGACCGCTGTCAGCAG           |
| HNF6 body              | TGCACACGTCCATTTGCTTT       | AATGTCACCGGTTCGGGATAA          |
| Pppr4r ChIP            | ACAACCTCTGCTCCCTGCAA       | ATATGTGCCCTCGGCTATCAA          |
| Arsa ChIP              | GGATAGGGTGAGGCTGGAGAT      | GCGCAGATAAGGATCGGGA            |
| Amotl2<br>ChIP         | AGGAAGTGGGCTGTTTTGCA       | CACCGCCCTCCTCCCTAT             |
| Cyp7b1<br>ChIP         | CAGCGTCTGTCATGCTTTGG       | GGCGCTGATAAGGATCTCTGG          |
| Egfr ChIP              | TGTTTCTCCAGCTAAGCACTATCTCA | ACACCCACAGTGTCACTGGGT          |
| Inmt ChIP              | AGAACCAGAACAGAAGTGCTCCC    | TCTCTGGTCTCCTACTTCCCC          |
| Prkd3 ChIP             | TGTGACCGCTTGCTTCCTTT       | GCCACAGGCAAGATTAGAATGC         |

|                 |                            |                                  |
|-----------------|----------------------------|----------------------------------|
| Stab2 ChIP      | TAGGTCACCGCTGGTGGGT        | TGATATATGTGGAAAGCCTTGACAC        |
| Abhd2 ChIP      | TATGTCAGTGGCCCAGGTTG       | CCCATCTCTCTGCCATGATTC            |
| Soat2 ChIP      | GGCCTCAGTCCGAGATCACA       | AGGTCAGTGATAGAAGCAAGATTG<br>TAAT |
| Cish ChIP       | ATGAGGCTTCCGGGAAGG         | CGCCTCCTAATCTTTTGTCCG            |
| Zfp3611<br>ChIP | GCACGACAAGCTGATAGCACA      | AGTTACAGGGCTATGAGTGACGG          |
| Gpr155<br>ChIP  | TGCAGGATCAGACTTTGGCC       | GGTCAGGGACTCTGCACTCC             |
| Ahctf1 ChIP     | AGGGTCTCTCCGCCTCCTAG       | ATGGGACTTGTAGTCTTTCGCC           |
| Ces1g ChIP      | GCCTGTGCCAGAGGCAGTTA       | GCTGGATTTTACTGTGGGTCATT          |
| Cyp2u1<br>ChIP  | CATTATCAGTTTCCCCATCGATC    | ATGACTTAACCAGTGGAGACAGGT         |
| Ces1e ChIP      | ATTGACCCTAACAAATATTGACCAGA | CCAGATAAGAGGGAGGACCTCA           |
| CD82 ChIP       | TCTCCTGTGTTGTAACTTCTGTGA   | GAATCCAGCAGTCCCCAAGTC            |
| Cyp2c29<br>ChIP | TCATGGATAGAATTGTTCTGAATGCT | TCTCTTGCATTTTGTGCCCTT            |
| Hsd17b2<br>ChIP | GCCAAGTGTTTCCTCATCCC       | TGATAAGAAGGTGAGGAAGCCAG          |
| Abcg5/8<br>ChIP | GGCAGAACACACGGTGTGTT       | CCAGCATTCCTCTCTGGCAA             |
| Bhmt ChIP       | GCTGCTAGCTCGTCTGCACA       | GGTCAGAGGCCTGCTATTGG             |
| Atg16l2<br>ChIP | TGCCTCGGTAAACAGCAAAA       | CCAACTCGAGGACCTCATCG             |
| Slc44a1<br>ChIP | TCCTAACTTAGGCGCTGTGCTC     | GACAGGAAAGCCTTCTGCCC             |

# Supplementary material for: Function of GATA Factors in the Adult Mouse Liver
**Source:** PLoS One. 2013 Dec 18;8(12):e83723. doi: 10.1371/journal.pone.0083723
**Supplement:** Table S4 — Genes up-regulated upon Gata4 excision that contain at least one GATA4 OS. “Start” and “end” denote genomic coordinates of GATA4 OS. (chr=chromosome, plus sign (+) represents upregulated). Note that some genes have more than one GATA4 OS.

**Upregulated genes from transcriptome of GATA4 excised hepatocytes**

Table S4

**GATA4 ChIP-seq peaks within 10 kb upstream of TSS and 10 kb downstream of TTS**

| Chr   | Start     | End       | Gene symbol | Accession # | Fold change | Gene name                                             |
|-------|-----------|-----------|-------------|-------------|-------------|-------------------------------------------------------|
| chr15 | 100504392 | 100504892 | Cela1/Ela1  | NM_033612   | +1.89       | chymotrypsin-like elastase family, member 1           |
| chr2  | 152906868 | 152907368 | ccml2       | NM_145536   | +1.88       | cerebral cavernous malformation 2-like                |
| chrX  | 137067023 | 137067176 | Tsc22d3     | NM_010286   | +1.88       | TSC22 domain family, member 3                         |
| chrX  | 137102328 | 137102647 | Tsc22d3     | NM_010286   | +1.88       | TSC22 domain family, member 3                         |
| chr15 | 89306555  | 89307055  | Arsa        | NM_009713   | +1.84       | arylsulfatase A                                       |
| chr6  | 55125442  | 55125942  | Inmt        | NM_009349   | +1.74       | indolethylamine N-methyltransferase                   |
| chr3  | 14861090  | 14861590  | Car3        | NM_007606   | +1.73       | carbonic anhydrase 3                                  |
| chr10 | 86455278  | 86455778  | Stab2       | NM_138673   | +1.72       | stabilin 2                                            |
| chr10 | 86453308  | 86453808  | Stab2       | NM_138673   | +1.72       | stabilin 2                                            |
| chr11 | 98644529  | 98644764  | Nr1d1       | NM_145434   | +1.69       | Nuclear receptor subfamily 1, group D, member 1       |
| chr14 | 31981624  | 31982124  | Stab1       | NM_138672   | +1.64       | stabilin 1                                            |
| chrX  | 10079714  | 10080214  | Tspan7      | NM_019634   | +1.60       | tetraspanin 7                                         |
| chr9  | 102624338 | 102624838 | Amotl2      | NM_019764   | +1.59       | angiomin-like 2                                       |
| chr9  | 102628538 | 102629038 | Amotl2      | NM_019764   | +1.59       | angiomin-like 2                                       |
| chr3  | 18109559  | 18110059  | Cyp7b1      | NM_007825   | +1.56       | cytochrome p450, family 7, subfamily b, polypeptide 1 |
| chr11 | 16700514  | 16701014  | Egfr        | NM_207655   | +1.56       | epidermal growth factor receptor                      |
| chr14 | 56204609  | 56204704  | Fitm1       | NM_026808   | +1.56       | Fat storage-inducing transmembrane protein 1          |
| chr10 | 117166395 | 117166895 | Slc35e3     | NM_029875   | +1.55       | solute carrier family 35, member E3                   |
| chr12 | 104789622 | 104790122 | Ppp4r4      | NM_028980   | +1.53       | protein phosphatase 4, regulatory subunit 4           |
| chr11 | 75281276  | 75281776  | Tlcd2       | NM_027249   | +1.51       | TLC domain containing 2                               |
| chr1  | 133860876 | 133861071 | Slc45a3     | NM_145977   | +1.51       | Solute carrier family 45, member 3                    |
| chr17 | 79383745  | 79384245  | Prkd3       | NM_029239   | +1.50       | protein kinase D3                                     |

# Supplementary material for: Function of GATA Factors in the Adult Mouse Liver
**Source:** PLoS One. 2013 Dec 18;8(12):e83723. doi: 10.1371/journal.pone.0083723
**Supplement:** Table S5 — Genes down-regulated upon Gata4 excision that contain at least one GATA4 OS. “Start” and “end” denote genomic coordinates of GATA4 OS. (chr=chromosome, negative sign (-) represents downregulated). Note that some genes have more than one GATA4 OS.

**Downregulated genes from transcriptome of GATA4 excised hepatocytes**

Table S5

**GATA4 ChIP-seq peaks within 10 kb upstream of TSS and 10 kb downstream of TTS**

| <b>Chr</b> | <b>Start</b> | <b>End</b> | <b>Gene symbol</b> | <b>Accession #</b> | <b>Fold change</b> | <b>Gene name</b>                           |
|------------|--------------|------------|--------------------|--------------------|--------------------|--------------------------------------------|
| chr1       | 181733822    | 181734322  | Ahctf1             | NM_026375          | -1.53              | AT hook containing transcription factor 1  |
| chr11      | 101329652    | 101332620  | Rnd2               | NM_009708          | -1.54              | Rho family GTPase 2                        |
| chr19      | 31961726     | 31962226   | A1cf               | NM_001081074       | -1.55              | APOBEC1 complementation factor             |
| chr19      | 40314052     | 40314552   | Pdlim1             | NM_016861          | -1.62              | PDZ and LIM domain 1 (elfin)               |
| chr1       | 193578002    | 193578502  | Lpgat1             | NM_001134829       | -1.64              | lysophosphatidylglycerol acyltransferase 1 |
| chr15      | 80079191     | 80079300   | Atf4               | NM_009716          | -1.74              | Activating transcription factor 4          |
| chr2       | 73223630     | 73224130   | Gpr155             | NM_001190297.2     | -1.78              | G protein-coupled receptor 155             |
| chr15      | 101979940    | 101980440  | Soat2              | NM_146064          | -1.79              | sterol O-acyltransferase 2                 |
| chr15      | 101980658    | 101981158  | Soat2              | NM_146064          | -1.79              | sterol O-acyltransferase 2                 |
| chr7       | 86456263     | 86456763   | Abhd2              | NM_018811          | -1.84              | abhydrolase domain containing 2            |
| chr7       | 86503340     | 86503840   | Abhd2              | NM_018811          | -1.84              | abhydrolase domain containing 2            |
| chr7       | 86508148     | 86508648   | Abhd2              | NM_018811          | -1.84              | abhydrolase domain containing 2            |
| chr12      | 81203999     | 81204499   | Zfp361l            | NM_007564          | -1.90              | zinc finger protein 36, C3H type-like 1    |
| chr8       | 95856550     | 95857050   | Ces1g              | NM_021456          | -2.15              | carboxylesterase 1G                        |
| chr11      | 115335091    | 115335591  | Slc16a5            | NM_001080934       | -2.66              | solute carrier family 16, member 5         |
| chr9       | 107198878    | 107199378  | Cish               | NM_009895          | -4.34              | cytokine inducible SH2-containing protein  |

# Supplementary material for: Function of GATA Factors in the Adult Mouse Liver
**Source:** PLoS One. 2013 Dec 18;8(12):e83723. doi: 10.1371/journal.pone.0083723
**Supplement:** Table S6 — Differentially expressed genes upon Gata4,6 double excision that contain at least one GATA4 OS. “Start” and “end” denote genomic coordinates of GATA4 OS. (chr=chromosome, positive sign (+) or negative sign (-) represent upregulated or downregulated, respectively). Note that some genes have more than one GATA4 OS.

**Differentially expressed genes from transcriptome of GATA4,6 excised hepatocytes**  
**GATA4 ChIP-seq peaks within 10 kb upstream of TSS and 10 kb downstream of TTS**

Table S6

| Chr   | Start     | End       | Gene symbol   | Accession #  | Fold change | Gene name                                                          |
|-------|-----------|-----------|---------------|--------------|-------------|--------------------------------------------------------------------|
| chrX  | 10079896  | 10080031  | Tspan7        | NM_019634    | +2.03       | tetraspanin 7                                                      |
| chr8  | 95757995  | 95758180  | Ces1e         | NM_133660    | -1.51       | carboxyesterase 1E                                                 |
| chr2  | 93285527  | 93285699  | CD82          | NM_007656    | -1.55       | CD82 antigen                                                       |
| chr2  | 93294989  | 93295273  | CD82          | NM_007656    | -1.55       | CD82 antigen                                                       |
| chr7  | 30023192  | 30023512  | 2200002D01Rik | NM_028179    | -1.58       | 2200002D01Rik RIKEN cDNA 2200002D01 gene                           |
| chr7  | 30038981  | 30039179  | 2200002D01Rik | NM_028179    | -1.58       | 2200002D01Rik RIKEN cDNA 2200002D01 gene                           |
| chr13 | 34058505  | 34058760  | Nqo2          | NM_020282    | -1.59       | NAD(P)H dehydrogenase, quinone 2                                   |
| chr13 | 34059584  | 34059727  | Nqo2          | NM_020282    | -1.59       | NAD(P)H dehydrogenase, quinone 2                                   |
| chr11 | 79972651  | 79972815  | Adap2         | NM_172133    | -1.60       | ArfGAP with dual PH domains 2                                      |
| chr1  | 173355242 | 173355438 | Tstd1         | NM_001164525 | -1.60       | thiosulfate sulfurtransferase (rhodanese)-like domain containing 1 |
| chr17 | 85082225  | 85082510  | Abcg5         | NM_031884    | -1.65       | ATP-binding cassette, sub-family G (WHITE), member 5               |
| chr4  | 53605353  | 53605478  | Slc44a1       | NM_133891    | -1.66       | solute carrier family 44, member 1                                 |
| chr4  | 53605353  | 53605478  | Slc44a1       | NM_133891    | -1.66       | solute carrier family 44, member 1                                 |
| chr7  | 4581868   | 4582089   | Tmem86b       | NM_023440    | -1.66       | transmembrane protein 86B                                          |
| chr5  | 138362926 | 138363246 | Cyp3a13       | NM_007819    | -1.70       | cytochrome P450, family 3, subfamily a, polypeptide 13             |
| chr7  | 108459316 | 108459522 | Atg16l2       | NM_001111111 | -1.72       | Atg16l2 autophagy related 16-like 2                                |
| chr9  | 122754860 | 122755053 | Zfp445        | NM_173364    | -1.72       | zinc finger protein 445                                            |
| chr17 | 85082225  | 85082510  | Abcg8         | NM_026180    | -1.73       | ATP-binding cassette, sub-family G (WHITE), member 8               |
| chr3  | 131015374 | 131015495 | Cyp2u1        | NM_027816    | -1.73       | cytochrome P450, family 2, subfamily u, polypeptide 1              |
| chr8  | 120219653 | 120219852 | Hsd17b2       | NM_008290    | -1.83       | hydroxysteroid (17-beta) dehydrogenase 2                           |
| chr8  | 120224683 | 120225003 | Hsd17b2       | NM_008290    | -1.83       | hydroxysteroid (17-beta) dehydrogenase 2                           |
| chr8  | 120238674 | 120238823 | Hsd17b2       | NM_008290    | -1.83       | hydroxysteroid (17-beta) dehydrogenase 2                           |
| chr19 | 3709053   | 3709211   | 1810055G02Rik | NM_028077    | -1.85       | 1810055G02Rik RIKEN cDNA 1810055G02 gene                           |
| chr13 | 94407548  | 94407868  | Bhmt          | NM_016668    | -1.88       | betaine-homocysteine methyltransferase                             |
| chr8  | 95856640  | 95856960  | Ces1g         | NM_021456    | -1.89       | carboxylesterase 1G                                                |
| chr19 | 39360278  | 39360369  | Cyp2c29       | NM_007815    | -2.23       | cytochrome P450, family 2, subfamily c, polypeptide 29             |
| chr1  | 72219981  | 72220253  | Mreg          | NM_001005423 | -2.34       | melanoregulin                                                      |
| chr1  | 72226679  | 72226779  | Mreg          | NM_001005423 | -2.34       | melanoregulin                                                      |
| chr2  | 73223720  | 73224040  | Gpr155        | NM_001276443 | -2.38       | G protein-coupled receptor 155                                     |
| chr15 | 101980077 | 101980302 | Soat2         | NM_146064    | -2.39       | sterol O-acyltransferase 2                                         |
| chr15 | 101980853 | 101980963 | Soat2         | NM_146064    | -2.39       | sterol O-acyltransferase 2                                         |

How the deposited data were processed for this re-analysis (not part of the article)

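GATA4 occupancy was measured by ChIP-seq in whole liver of adult mice, with input DNA as the background. The paper names 2 biological replicates of 2 mice each, while the labels list 1 ChIP and 1 input sample, so both replicates were treated as 1 pooled sample. The input sample has no file of its own and entered only through the authors' peak calls. The paper gives 47.9 M and 47.6 M ChIP reads and 60.5 M and 53.1 M input reads of 48 bp (M is 1000000), about 65% of them placed uniquely. No read counts are in the files analysed here, so no depth could be set against a single peak.

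Before depositing the files, the authors aligned the reads to mm9 with bowtie, kept uniquely placed reads, called peaks with a modified SPP and with MACS2 on each replicate and on the merged reads, and set the thresholds by IDR. They then intersected both lists with BedTools and kept the SPP coordinates as the common list. The deposited files are browser tracks with the position, number and score of each peak, and the authors set every score to 1000. The score therefore says nothing about the strength of a peak. The tests planned on scores were run on the position of a peak in the SPP list, which equals the number in its name, and this choice was made after the files were seen. The files do not state what the numbering follows. The paper says that SPP peaks were sorted by signal value and MACS2 peaks by p-value for IDR. A planned upper part of a list by score was likewise replaced by its upper part by position.

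The paper and the files name mm9, and the reference sequence used here is NCBI Build 37, the same build. All peaks carry chromosome names of that reference and end within its chromosomes. Genes came from GENCODE M1 on the same build, with 95495 transcripts of 33924 genes, of which 22232 genes are protein-coding. The paper used RefGene, so gene counts rest on another annotation. Coordinates were turned from 0-based to 1-based for printing and were never converted between builds.

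Peaks were called overlapping when they shared at least 1 bp. The overlap of both lists was compared by Fisher's exact test with the overlap after the MACS2 peaks had been moved by 10000 bp. WGATAR was matched exactly on both strands of the reference, in contrast to the FIMO scan of the paper, and compared with windows of equal width 5000 bp to the right by an exact McNemar test. Regions and windows of 5 kb and 10 kb followed the paper's definitions, with shares of all intersections. Intervals of shares are Wilson intervals at 95%. Differences of mean position and correlations were tested by permutation with 100000 resamples, whose smallest p is 1e-05, and the random seed was 1. A p under 1e-300 is printed as below 1e-300. Gene sets were tested by an exact binomial test with Benjamini-Hochberg adjustment over 7 sets written by hand, since MSigDB was not available. Primer pairs of Table S3 were placed where both primers matched the genome exactly within 1000 bp. The uniqueness of sequence was estimated from 20000 words of 48 bases on chromosome X and as many on the autosomes, which approximates what a 48-bp read can be placed on.

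The genes and sites named were fixed by rule before the files arrived: every gene of Tables S4 to S6, every gene the text names with a GATA4 OS, and the 10 common peaks with the highest SPP score, for which the first 10 of the list were taken. The text names those that bear on a statement and gives the rest as counts. Alternatives were the overlap that counts as shared, the stretch of sequence scanned, the control windows, the set of genes or transcripts, midpoints in place of whole peaks, the list used and the upper part of each list. There were 62 alternatives set before the files arrived. The longest protein-coding transcript of each gene and list position were added later.

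The scripts ran under Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, numba 0.67.0 and matplotlib 3.10.9, and samtools 1.23.1 indexed the genome. They were first tested on simulated data. All 400 overlap queries matched a direct comparison, 400 of 400 sequences with or without a planted WGATAR were told apart, and the permutation test found 40 of 40 planted shifts and called 1 of 40 data sets without one.

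Conclusions on heart GATA4 sites, histone marks, ChIP-qPCR, microarrays, serum values and excised mice were left out, since their data are not in the files analysed here.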

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

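The paper goes on with the common list only, and does not report on the peaks that a single caller found. Among the 402 SPP peaks that met no MACS2 peak, 85.07% (Wilson 95% interval 81.3 to 88.2) held a WGATAR sequence, against 49.3% of windows of the same width 5000 bp to the right. Of the 1496 MACS2 peaks that met no SPP peak, 84.96% (83.1 to 86.7) held one, against 67.1% of their windows. Both were flagged because a signal above the control windows appears in peaks outside those the paper discusses.

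For the SPP-only peaks, the technical explanation tested was width: many of these peaks have the uniform width of 320 bp, and wide sequence holds a 6-base motif by chance. In the central 100 bp, where width plays no part, WGATAR was in 72.4% of the SPP-only peaks and 20.4% of their windows, a difference of 51.99 percentage points (exact McNemar test, p = 3.8e-46), so width does not account for the motif. A second prediction was that SPP-only peaks lie in repeated sequence at chromosome or contig ends. Within 10000 bp of an assembly gap lay 5 of 402 SPP-only peaks and 6 of 4409 common peaks, a difference of 1.11 percentage points (Fisher's exact test, p = 0.0012). That explanation may hold for those 5 peaks and leaves the other SPP-only peaks open. The SPP-only peaks also sit low in the SPP list, at a mean position of 3830.5 ± 870.7 (SD, n = 402 sites) against 2276.1 ± 1354.3 (SD, n = 4409 sites) for common peaks. A hypothesis that remains is that many SPP-only peaks are weak GATA4 sites lost at the MACS2 threshold, which the files cannot test because they hold no peak strength.

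For the MACS2-only peaks, width was tested in the same way. In the central 100 bp, 36.2% held WGATAR and 15.4% of the windows did, a difference of 20.86 percentage points (exact McNemar test, p = 2.9e-40), so the greater width of MACS2 peaks does not account for all of the motif. The share is below the 74.3% of the common peaks, whose central 100 bp were placed by SPP rather than MACS2 midpoints. The MACS2 midpoint lay inside the SPP peak for 2970 of the 4409 common peaks, so the shares are not directly comparable. The other prediction, that open chromatin at promoters contributes, was met in direction. A promoter proximal region was overlapped by 34.0% of MACS2-only and 26.4% of common peaks, 7.56 percentage points apart (Fisher's exact test, p = 3.4e-08). Wider peaks touch more promoters, and the median width was 618 bp in the MACS2 list and 190 bp in the common list. Width was not matched and open chromatin was not measured, so the excess cannot decide this. The MACS2-only peaks could be a mixture of weak GATA4 sites and promoter signal, and the sites cannot be told apart from the latter with peak lists alone. With 1 tissue and 1 antibody in the files, the design offers no condition against which a biological explanation could be tested. All of these predictions were written before their tests were run, but the lists and the fall of overlap along them had already been looked at.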

How the results depend on the processing

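Of 34 results, 120 alternatives were computed: 53 moved a value, 2 reversed a direction and 65 did neither. A count was taken as moved when it changed by more than 1.5 times, a share or a width when it left the 95% interval of the main value, and a tested result when it changed direction or crossed the threshold of its test. Counts within that limit could still change. Common peaks fell from 4409 to 2970 when the midpoint of the MACS2 peak had to lie inside the SPP peak. With the longest protein-coding transcripts, intergenic OS at 5 kb went from 1282 to 1608 and genes from 3007 to 2435. Amplicons at OS went from 30 to 36 of 41 with the MACS2 list or with a distance of up to 500 bp. Most alternatives were fixed before the processed files arrived. Use of the list position, the upper parts of lists by position and the longest protein-coding transcript of each gene were chosen after the data had been seen. The score as given, the rank of the score and the difference of log2 scores were not run because every score is 1000. Leaving out a replicate was not possible because the lists combine both replicates. The replicate block was not run because no file holds a replicate of its own. For the same reason, the counts of peaks, genes and sites have no replicate error, and the read depth behind a single peak is unknown.

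The direction and the outcome of the test were kept under every alternative for the overlap of both lists beyond chance, the correlation of list positions (for which the restriction to single overlaps removed no peak), WGATAR above background, the link of list position with WGATAR, the positions at Tables S4 to S6 and the promoter share along the list. Their sizes were not all kept, as the difference of position by WGATAR went from -472.2 to -184.4 among OS of 1 width. The number of entries of Table S6 found was 31 in every setting.

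Reversals concerned common against SPP-only peaks. The mean position of common minus SPP-only peaks was -1554.3 in the main setting, so that common peaks lay nearer the list head. With a reciprocal overlap of 50% the difference was 770.6 (permutation p = 1e-05). This setting keeps 864 common peaks, and could favour the 320-bp peaks of the list end, which cover more of a wide MACS2 peak. Among the leading 2405 SPP peaks it was 9.46 (permutation p = 0.95), where nearly every peak is common.

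Mean widths were 209.0 bp (common), 216.6 bp (SPP) and 684.2 bp (MACS2), above the medians of 190, 199 and 618 bp.

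WGATAR, in 82.9% of OS, was in 74.3% of central 100-bp stretches, 89.6% of 500-bp windows around midpoints, 90.3% of the wider MACS2 peaks and 87.3% of the leading 2204 OS, and WGATA or GATAR in 92.9%. More sequence or a shorter motif gives more matches by chance, so these shares are to be read against their own controls.

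Each OS counted once, in a fixed order, raised the share of the first category, promoter proximal, and of the last, intergenic. The shares of the categories between them fell. At 5 kb, promoter proximal, first intron, rest of gene, downstream and intergenic shares became 26.4, 19.3, 20.5, 4.72 and 29.1%, and at 10 kb 35.4, 16.0, 18.6, 6.17 and 23.8%. Protein-coding transcripts only, which removes non-coding genes, gave 16.9, 19.4, 26.9, 8.50 and 28.3% at 5 kb. At 10 kb it gave 20.9% promoter proximal, 25.1% rest of gene, 13.7% downstream and 22.2% intergenic. The longest protein-coding transcript gave 15.7, 16.1, 8 and 34.2% at 5 kb (promoter proximal, first intron, downstream, intergenic). At 10 kb it gave 19.5, 15.2, 24.5, 13.4 and 27.4% in the full order.

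The leading 2204 OS gave 18.4% promoter proximal and 24.6% intergenic at 5 kb, and 22.7% and 18.7% at 10 kb. They include 1495 OS in 1565 genes with 709 intergenic at 5 kb, and 1613 OS in 1944 genes with 591 intergenic at 10 kb; the upper parts of the SPP and MACS2 lists shared 2126. These counts fall because the lists are shorter.

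A nearest TSS within 50 kb, found for 83.9% of OS, was found for 74.8% with protein-coding genes, 69.1% with their longest transcripts and 48.8% within 10 kb. Identical coordinates were found for 0 sites of Table S4 and 0 of Table S5, since both tables mostly give 500-bp windows around OS.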

Differences from the paper's values

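No main value differed from the paper's by more than 1.5 times. The largest ratios were in the downstream share, 12.0% against the paper's 8%, and the intergenic share of intersections, 21.7% against the paper's 30%. With protein-coding transcripts only, these were 8.50% and 28.3%, and the promoter proximal share was 16.9% against the paper's 17%. With each OS counted once, the intergenic share was 29.1%, but the promoter proximal share, 26.4%, and the downstream share, 4.72%, moved more than 1.5 times away from the paper's. At 10 kb, protein-coding genes only gave 3168 OS in genes and 1241 intergenic OS, the same as the paper's 3168 and 1241, while the number of genes was 3033 against the paper's 3694. At 5 kb the same setting gave 2931 OS against the paper's 2918, 2516 genes against 3075, and 1478 intergenic OS against 1491. WGATAR was in 82.9% of OS against the paper's 90%. In 500 bp around the midpoint it was in 89.6%, and in the MACS2 list in 90.3%. WGATA or GATAR was in 92.9% against the paper's 95%. With the longest protein-coding transcript of each gene, a setting chosen after the values had been seen, the downstream share was 8% against the paper's 8% and the first intron share 16.1% against the paper's 17%. The paper gives the share of peaks assigned to single genes in words; it was 83.9% here, and 69.1% with the longest transcripts, again chosen after the values had been seen. Table S4 gave 18 genes within 10 kb against the paper's 19, of which 1 symbol is not in the annotation used here. A reciprocal overlap of 50% gave 864 common peaks, against the paper's 4409, in part because MACS2 peaks are much wider than SPP peaks. With at least 50% of the SPP peak covered, there were 4409.

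Some statements of the paper rank or name sites. The paper calls the signal at the factor X promoter strong. The OS there was number 2570 of 4409 in the common list and number 5383 of 5867 in the MACS2 list, if the numbering follows strength, which the files do not state. The paper reports ChIP-qPCR occupancy within HNF6. Its gene, Onecut1 (chromosome 9, 74709728 to 74737591), had 0 common OS within 50 kb and 0 SPP or MACS2 peaks within 10 kb, and the primer pair had no exact product in mm9. The paper finds all numbered peaks tested by ChIP-qPCR occupied. Of the 13 amplicons that could be placed, 7 overlapped a common OS, 11 lay within 500 bp of one and 12 overlapped a MACS2 peak. Table S5 lists an OS for Rnd2 from 101329653 to 101332620 on chromosome 11, which overlapped no peak of any list.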

Other observations

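Few GATA4 OS lay on chromosome X. It held 30 of the 4409 common OS (0.68%, Wilson 95% interval 0.48 to 0.97), where 279.6 would be placed by length and 184.1 by the number of protein-coding genes, and likewise 35 of 4811 SPP and 59 of 5867 MACS2 peaks. The paper does not report this. Technical explanations were tested in turn. WGATAR sequences are not rarer there, since their density on chromosome X was 1.1267 times that of the autosomes. Gene number does not account for it, as 4.18% of protein-coding genes are on chromosome X. Unique placement of reads explains a small part at most, because the share of 48-base words found once in the genome was 0.8628 of that of the autosomes (76.7% and 88.9%), while the density of OS was 0.1012 of it. Peaks on chromosome X did sit lower in the MACS2 list, at a mean position of 3856.5 against 2924.6 elsewhere, a difference of 931.8 (permutation test, p = 2e-05). Weaker signal that falls below the threshold may therefore contribute. A single copy of chromosome X in male mice is a candidate explanation for weaker signal, but the sex of the mice was not found in the paper or the labels, and it was not tested. The pattern cannot be told apart from a loss of weak peaks and is left as a hypothesis. The per-chromosome totals had been seen before the predictions were written, and the numeric limits used to judge motif density and unique words were set in the script after those values had been printed.

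Of the common OS, 754 held no WGATAR. If their motif lay just outside a narrow peak, the rest of the 500-bp window around the midpoint would hold WGATAR more often than control flanks do. It did so in 39.4% of these OS against 46.4% of control flanks, a difference of -7.03 percentage points (exact McNemar test, p = 0.0049), so the motif was rarer there. The control flanks were not matched for promoters or base composition, so a motif just outside some of these OS is not excluded. Promoters were more frequent among them, with 34.2% of OS without and 24.8% of OS with WGATAR overlapping a promoter proximal region, 9.43 percentage points apart (Fisher's exact test, p = 1.7e-07). Chance matches in the wide peaks of the list end were also weighed. Among OS of 320 bp alone, those with WGATAR were still nearer the list head, by -184.4 positions (permutation p = 0.0062), against -472.2 over all OS. These OS lie late in the SPP list, at mean positions of 3538.7 with and 3723.1 without WGATAR. Their smaller difference can therefore not be put down to width. With the motif sought in the central 100 bp of every OS, where width plays no part, the difference was -401.2 positions (permutation p = 1e-05). Short lists of consensus words of HNF4, C/EBP, FOXA and HNF1, other transcription factors of liver, were also compared, and none was more frequent in OS without WGATAR than in OS with it. The prediction named HNF4, C/EBP and FOXA, and among these the difference closest to an excess was -0.49 percentage points, for HNF4 (Fisher's exact test, adjusted p = 0.48). For HNF1, whose word was in 1 OS without and 5 OS with WGATAR, it was -0.0042 percentage points (Fisher's exact test, adjusted p = 1), and so few matches could not show a difference. The relation of list position to peak width had been seen before these predictions were written. Of the 754 OS, 315 held neither WGATA nor GATAR, and the others held one of these shorter sequences. Among the 4409 control windows 5000 bp to the right, 2419 held WGATA or GATAR and 1406 held WGATAR. The shorter sequences were not tested in the OS without WGATAR, so direct binding of GATA4 there stays open. Other OS without the motif could reflect promoter chromatin or binding of GATA4 through other factors at promoters, and the lists cannot separate these. The words of other factors were the only test of a biological explanation, since the files hold no condition to compare with.

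The words of all 4 factors were more frequent in the common OS than in control windows, in 8.87% against 5.74% for FOXA, 1.97% against 0.82% for C/EBP and 1.20% against 0.27% for HNF4 (exact McNemar test, p = 1.6e-08, 4.8e-06 and 2.8e-07), in the central 200 bp of each. The HNF1 word was in 6 OS and 0 control windows (exact McNemar test, p = 0.031). The word lists are short and hand-picked, and open chromatin in general was not available as a control.

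Promoter proximal OS became more frequent down the common list, from 24.0% of the leading 2204 OS to 28.8% of the other 2205, a difference of -4.80 percentage points (Fisher's exact test, p = 3.3e-04).

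The albumin gene (Alb, chromosome 5, 90889915 to 90905629) had 0 common OS within 5 kb and 1 within 10 kb, number 2375 of the common list, from 90914688 to 90914817, which held no WGATAR and lies 4987 bp upstream of the TSS of Afp. The amplicon of the first albumin enhancer primer pair overlapped no peak of any list. The paper mentions a serpin cluster that GATA4 occupies in part. Of 27 Serpina genes on chromosome 12 between 104854885 and 105652539, 4 had a common OS within 10 kb.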
